# Antigen delivery by filamentous bacteriophage fd displaying an anti-DEC-205 single-chain variable fragment confers adjuvanticity by triggering a TLR9-mediated immune response

**DOI:** 10.15252/emmm.201404525

**Published:** 2015-04-17

**Authors:** Rossella Sartorius, Luciana D'Apice, Maria Trovato, Fausta Cuccaro, Valerio Costa, Maria Giovanna De Leo, Vincenzo Manuel Marzullo, Carmelo Biondo, Sabato D'Auria, Maria Antonietta De Matteis, Alfredo Ciccodicola, Piergiuseppe De Berardinis

**Keywords:** antigen delivery, DEC-205, dendritic cells, filamentous bacteriophage, TLR9

## Abstract

Filamentous bacteriophage fd particles delivering antigenic determinants via DEC-205 (fdsc-αDEC) represent a powerful delivery system that induces CD8^+^ T-cell responses even when administered in the absence of adjuvants or maturation stimuli for dendritic cells. In order to investigate the mechanisms of this activity, RNA-Sequencing of fd-pulsed dendritic cells was performed. A significant differential expression of genes involved in innate immunity, co-stimulation and cytokine production was observed. In agreement with these findings, we demonstrate that induction of proinflammatory cytokines and type I interferon by fdsc-αDEC was MYD88 mediated and TLR9 dependent. We also found that fdsc-αDEC is delivered into LAMP-1-positive compartments and co-localizes with TLR9. Thus, phage particles containing a single-strand DNA genome rich in CpG motifs delivered via DEC-205 are able to intercept and trigger the active TLR9 innate immune receptor into late endosome/lysosomes and to enhance the immunogenicity of the displayed antigenic determinants. These findings make fd bacteriophage a valuable tool for immunization without administering exogenous adjuvants.

## Introduction

DEC-205 has been classified as a type I C-type lectin receptor on the basis of sequence alignments (East & Isacke, 2002). It has a N-terminal cysteine-rich domain, a fibronectin type II domain and 10 C-type lectin domains and is mainly expressed on dendritic cells (DCs) (Jiang *et al*, 1995; Swiggard *et al*, 1995). It is not known which carbohydrate is recognized by DEC-205, and it has been proposed that it may function as a promiscuous antigen receptor (Jiang *et al*, 1995; Mahnke *et al*, 2000). More recently, it has been reported that DEC-205 is a cell surface receptor for CpG oligonucleotides (Lahoud *et al*, 2012). DEC-205 has an internalization sequence in its cytoplasmic tail and thus has endocytic capacity. It recycles through late endosomal/lysosomal compartments (Mahnke *et al*, 2000) facilitating the presentation of antigens targeted to DCs with antigen-bearing monoclonal antibodies in the presence of strong adjuvants such as CpG (Mahnke *et al*, 2005), polyinosinic-polycytidylic acid (Poly I:C) (Trumpfheller *et al*, 2008) or anti-CD40 antibody (Bonifaz *et al*, 2004). Based on these properties, the use of antigen-conjugated anti-DEC monoclonal antibody (mAb) together with adjuvant administration has been proposed for targeted vaccination strategies (Van Broekhoven *et al*, 2004). However, signals for DC activation are not induced by anti-DEC-205 antibodies, and their use in antigen delivery in the absence of exogenously added adjuvants induces tolerance (Hawiger *et al*, 2001; Bonifaz *et al*, 2002; Mahnke *et al*, 2003).

Given this scenario, we previously described the construction of phage particles able to deliver antigen determinants via DEC-205. We also reported that the administration of bacteriophage virions in the absence of adjuvants conferred immunogenicity to the displayed epitopes (Sartorius *et al*, 2011).

The system of antigen delivery by bacteriophage is based on modification of the phage display technology. The filamentous bacteriophage fd is well understood at both the structural and genetic level (Banner *et al*, 1981; Hunter *et al*, 1987; Straus *et al*, 2008). Bacteriophages only infect and multiply with their specific host, and currently, the therapeutic use of bacteriophages is back on the agenda as bacterial resistance to antibiotics becomes widespread (Reardon, 2014). It should be mentioned that the use of the bacteriophage ΦX174 to assess specific antibody responses in patients with immunodeficiencies has been reported for many years, and is considered a safe, well-tolerated and clinically useful method (Smith *et al*, 2014). In theory, the administration of filamentous bacteriophage fd in humans should be also considered safe, even if no human tests with this type of recombinant bacteriophage as a delivery system have been performed so far.

Overall, immunization with filamentous phages displaying antigenic peptides has been described as being able to elicit a protective immune response in animal models of disease (van Houten *et al*, 2006, 2010).

Filamentous bacteriophages are taken up and processed by the major histocompatibility complex (MHC) class I and II pathways (Gaubin *et al*, 2003) and are also able to induce an immune response mediated by cytotoxic T lymphocytes (De Berardinis *et al*, 1999, 2000; D'Apice *et al*, 2007; Sartorius *et al*, 2008). Importantly, we showed that phage particles displaying single-chain variable fragment (scFv) of an anti-DEC-205 monoclonal antibody were targeted to DCs and were able to induce maturation, even in the absence of maturation stimuli (Sartorius *et al*, 2011). Thus, the fd antigen delivery system combines the safety and capability to trigger a strong cellular antigen-specific immune response even in the absence of adjuvants.

In this work, taking advantage of next-generation sequencing (NGS) analysis, we dissected the transcriptome changes occurring in dendritic cells after exposure to fdsc-αDEC bacteriophage, and by observing the intracellular fate of fd virions targeting DEC-205, we provide insights into the immunogenicity of fd particles delivered to dendritic cells in the absence of exogenously added maturation stimuli.

## Results

### Immunogenicity of the ovalbumin (OVA) peptide OVA_257-264_ delivered via DEC-205

We analyzed the ability of immature bone marrow-derived dendritic cells (BMDCs) loaded with lipopolysaccharide (LPS)-free fd particles displaying the peptide OVA_257-264_ (SIINFEKL) (fdOVA) or fd particles co-displaying the peptide and the anti-DEC-205 scFv (fdOVA/sc-αDEC) to stimulate antigen-specific CD8^+^ T cells. For comparative analysis, BMDCs were loaded with the same molar amount of OVA_257-264_ peptide delivered by the anti-DEC-205 mAb (NLDC:pOVA). Carboxyfluorescein succinimidyl ester (CFSE)-labeled OVA_257-264_-specific TCR transgenic T cells (CD8^+^ MHC class I-restricted OT-I T cells) were used as responder cells in a proliferation assay. Fig1A shows the proliferative activity of CD8^+^ OT-I T cells after three days of co-culture with DCs that had been prepulsed with the antigenic preparations mentioned above. A higher proliferative response was induced by fdOVA/sc-αDEC particles compared to fdOVA (non-targeted OVA_257-264_ bacteriophage particles) and to NLDC:pOVA_257-264_ (OVA_257-264_ peptide delivered by anti-DEC mAb).

**Figure 1:**
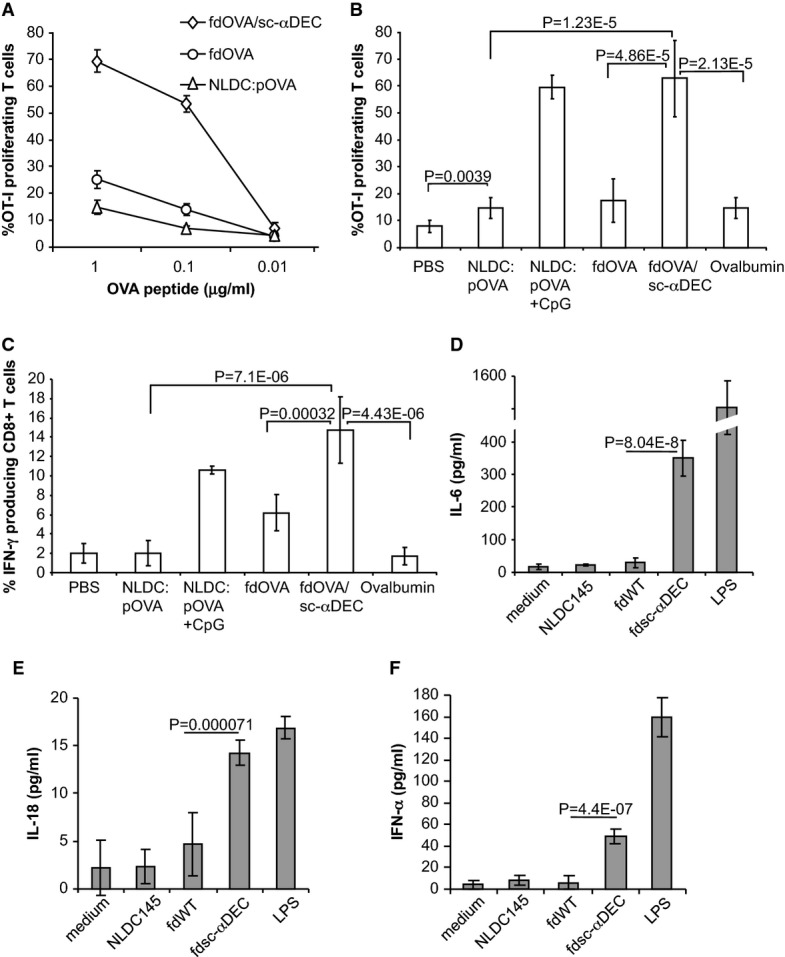
OVA_257-264_ -specific T-cell response and cytokine production

A Specific CD8^+^ T-cell (OT-I) proliferation in response to immature BMDCs incubated with fdOVA, fdOVA/sc-αDEC or OVA_257-264_ peptide chemically coupled to anti-DEC-205 antibody (NLDC:pOVA). Percentage of CFSE-labeled proliferating T cells was evaluated on CD8^+^-gated cells after 72 h of DC:T co-culture. The mean ±SD of three independent experiments is reported.

B Proliferation of adoptively transferred OT-I T cells in C57BL/6 mice (*n* = 3/group) immunized with vehicle (PBS), NLDC:pOVA, NLDC:pOVA plus CpG, fdOVA, fdOVA/sc-αDEC or LPS-free ovalbumin protein. Percentage of CFSE-labeled proliferating OT-I T cells was evaluated after three days on Vα2^+^ CD8^+^-gated cells. The mean ± SD of two independent experiments is reported. Comparative analyses were performed using Student's *t*-test for unpaired samples.

C Percentage of IFN-γ-producing CD8^+^ splenocytes isolated from mice immunized as in (B). The mean ± SD of two independent experiments is reported. Comparative analyses were performed using Student's *t*-test for unpaired samples.

D–F IL-6 (D), IL-18 (E) and IFN-α (F) release in supernatants of BMDCs obtained from C57BL/6 mice. Supernatants of BMDCs incubated with NLDC145 antibody, wild-type phage particles (fdWT) or scFv αDEC-205 phage particles (fdsc-αDEC) for 20 h were analyzed by ELISA for cytokine production. Unstimulated culture (medium) and LPS-treated culture were, respectively, used as negative and positive controls. Bars represent mean values ± SD. Cumulative results are shown of three independent experiments assayed in duplicate. Comparative analyses were performed using Student's *t*-test for unpaired samples.

We also performed adoptive transfer experiments to compare the immune response to the OVA_257-264_ peptide delivered to DCs by bacteriophages or by the anti-DEC-205 mAb. C57BL/6 mice, transferred with CFSE-labeled antigen-specific OT-I T cells, were injected with NLDC:pOVA or fd particles expressing the OVA_257-264_ determinant (fdOVA or fdOVA/sc-αDEC) containing 1.6 μg of OVA_257-264_. As a control, mice were also injected with 50 μg of soluble LPS-free ovalbumin protein or with NLDC:pOVA conjugate plus CpG as adjuvant. After 3 days, OVA_257-264_-specific OT-I proliferation and IFN-γ production were evaluated. A strong proliferative response and IFN-γ production were found using fdOVA/sc-αDEC bacteriophage particles. The fdOVA particles (not displaying anti-DEC-205 scFv) or the NLDC:pOVA (OVA_257-264_ peptide delivered in the same molar amount by NLDC145 mAb) induced a significantly lower antigen-specific OT-I CD8^+^ T-cell proliferative response (Fig1B) and no or weaker IFN-γ production (Fig1C).The proliferative activity induced by the OVA_257-264_ antigenic determinant delivered by anti-DEC-205 is low in comparison with a previous report describing the proliferation of OT-I T cells stimulated by an anti-DEC-205 antibody carrying ovalbumin protein (Bonifaz *et al*, 2004), while in agreement with this report (which showed lack of IFN-γ production using ovalbumin conjugated to an anti-DEC-205 antibody), we did not observe production of IFN-γ by OT-I T cells stimulated with anti-DEC antibody delivering the OVA_257-264_ peptide (NLDC:pOVA, Fig1B and C). When NLDC:pOVA conjugate was administered in the presence of the adjuvant CpG, a higher proliferative response as well as IFN-γ production by OT-I T cells was observed (Fig1B and C). These data indicate that, in an experimental setting characterized by the absence of exogenously added adjuvants, the fd bacteriophage DEC-205-targeted particles confer strong immunogenicity to the displayed antigenic determinant.

We also observed that bacteriophage particles delivered via anti-DEC-205 scFv are internalized by dendritic cells more efficiently than non-targeted virions (Supplementary Fig S1). More than 60% of dendritic cells were fluorescein isothiocyanate (FITC) positive after incubation of BMDCs with FITC-conjugated bacteriophages expressing scFv anti-DEC-205 (fdsc-αDEC) for 30 min; this level of internalization is comparable to the value obtained for anti-DEC-205 monoclonal antibody internalization. By contrast, non-targeted fd wild-type bacteriophages (fdWT) were internalized less efficiently since only the 30% of DCs were FITC positive under the same conditions.

Importantly, BMDCs pulsed with fdsc-αDEC phage particles were able to produce IL-6 (Fig1D), IL-18 (Fig1E) and IFN-α (Fig1F) while BMDCs pulsed with fdWT particles did not produce these cytokines (Fig1D–F). In accordance with previous findings (Bonifaz *et al*, 2002), NLDC145 mAb in the absence of simultaneous administration of other stimuli did not elicit cytokine production (Fig1D–F).

### Transcriptome analysis by RNA-Sequencing

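Bone marrow-derived dendritic cells (BMDCs) are grown from mouse bone marrow precursors in granulocyte-macrophage colony-stimulating factor, given here at 200 U/ml, and were used on day 7 of culture. They were exposed to 100 µg/ml of LPS-purified phage, either the wild-type filamentous bacteriophage fd (fdWT) or the same phage displaying an antibody fragment against the endocytic receptor DEC-205 (fdsc-αDEC). The paper gives 20 h of exposure, and the sample labels give 24 h. Each condition had 2 replicates, and the deposited series of 8 libraries also holds 2 of untreated DCs and 2 of DCs given 50 µg/ml of the protein scaffold E2, which were not part of the comparison in Fig 2. The authors sequenced paired-end libraries of 100 bp reads, mapped them with TopHat to the mm9 mouse genome and deposited, for each library, the FPKM that Cufflinks computed for 23939 RefSeq gene symbols. In the deposited lists the decimal point of most values of at least 1 has been moved. Whatever the size of the value, the point stands before the last 3 of its digits, so that for Irf7 in fdWT, for example, FPKM of 1.14, 11.4 and 114 cannot be told apart. Depending on the library, this affected between 97.3% and 97.9% of the values of at least 1, or 10660 to 10734 genes. Values under 1, values of at least 1000 and values with fewer than 3 digits after the point kept their place. For every gene, all the places that the decimal point could have had were therefore listed. The 2 replicates of a condition were placed as close to each other as their digits allowed, and the 2 conditions were then placed so that the change between them was the smallest the digits allowed. A gene called changed in this way is changed wherever its decimal points belong, as long as its replicates were placed correctly, whereas a change of close to 10-fold can be missed. The place of a condition is called known where at least 1 replicate kept its decimal point, the other being placed closest to it. The direction of a change is known from the files only where every possible place gives the same sign. For the 44 genes whose mean FPKM are printed in Fig 2D, the power of 10 was taken from that panel. Within a tolerance of 5%, the digits of all 88 printed means matched those of the deposited replicates, against a median of 5 means after the gene names were shuffled. For 36 of the 43 of these genes that were tested, the direction of the change also rests on the panel, since other places would reverse it. Differences were tested with limma on log2 FPKM without a pseudocount, with Benjamini-Hochberg adjustment, for genes above 0 in every library of the fit and with a mean FPKM of at least 1 in at least 1 condition. With 2 replicates per condition, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so that all p-values rest on the spread that limma shares across genes.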

In order to understand the different activity shown by bacteriophage particles delivered via DEC-205, we analyzed the transcriptional profiles of DCs exposed to fdWT or fdsc-αDEC phage particles using RNA-Sequencing (RNA-Seq). 

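The labels number the replicates of every condition 1 and 2. Between the replicates, the median SD was 0.0877 on the log2 scale for fdWT and 0.0820 for fdsc-αDEC, and 99.2% of the genes at 1 FPKM or above in both replicates lay within 1.5-fold of each other in either condition. These values are a lower bound of the spread, because the decimal points were placed to bring the replicates together. Replicates with the same number deviated from the means of their conditions in the same genes. Across 11289 genes, which are not independent replicates, the deviations of replicate 1 in fdWT and in fdsc-αDEC had a correlation of r = 0.61 (-0.61 if the numbers are crossed), and for the 6 pairs of conditions in the series r ranged from 0.38 to 0.64.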

Two technical replicates for each condition (DCs treated with fdWT and fdsc-αDEC) were performed. Approximately 55 million reads (95% of them uniquely mapped on the reference genome) were produced for each replicate. 

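The deposited lists hold FPKM and no read counts, and their low values do not rise in steps of whole reads, so that the depth of each library cannot be read from them. Of the 23939 genes, 7695 and 8044 were listed at 0 in the 2 fdWT replicates, and 7021 and 7022 in the 2 fdsc-αDEC replicates. Genes listed at 1 FPKM or above numbered 10967 and 10962 with fdWT and 10969 and 10972 with fdsc-αDEC.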

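Where the place of the decimal point is known in both replicates, Pearson's r of log2(FPKM + 1) across genes was 0.9932 for fdWT (5725 genes) and 0.9894 for fdsc-αDEC (6889 genes). Most of these genes were under 1 FPKM, since higher values are those that lost their decimal point. Among genes under 1 FPKM in both replicates, r was 0.9388 for fdWT and 0.9494 for fdsc-αDEC. Among the few at 1 FPKM or above with a known place, r was 0.9877 (63 genes) and 0.9862 (74 genes). The choice that moved the mean of the 2 conditions most was Spearman's rank correlation, which gave 0.8391 in place of 0.9913.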

Expression values from the biological replicates obtained for fdWT and fdsc-αDEC, computed as FPKM (fragments per kilobase of transcript and million of mapped reads), were highly correlated (Supplementary Fig S2).

Using RNA-Sequencing, we simultaneously analyzed gene expression of all genes annotated in the mouse genome. Using a threshold for gene expression levels (FPKM = 1), about 10,000 genes were expressed at significant levels in both conditions. 

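In total 10764 genes had a mean of at least 1 FPKM in both fdWT- and fdsc-αDEC-treated DCs, and 10643 reached 1 FPKM in every replicate. A value at or above 1 FPKM remains so wherever its decimal point belongs, so that the second number is not affected by the moved points. The first can depend on them where 1 replicate of a condition was under 1 FPKM and the other was not. With a threshold of 0.5 FPKM, 11550 genes passed in both conditions. Leaving out any 1 of the 4 replicates gave between 10748 and 10753 genes. Moreover, 138 genes were under 1 FPKM in both fdWT replicates and at 1 FPKM or above in both fdsc-αDEC replicates, and 123 genes the opposite.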

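Of 11167 genes tested between the fdWT and fdsc-αDEC replicates, 2107 were changed at an FDR of 0.05 (limma, Benjamini-Hochberg), and 466 of them by at least 2-fold even at the smallest change their digits allow. At the smallest change, 1066 were higher and 1041 lower with fdsc-αDEC. For 369 of the changed genes all possible decimal places gave the same direction, 211 up and 158 down. The labels number the replicates and do not state that same numbers form a pair. The deviations of same-numbered replicates had r = 0.61, which with 2 replicates per condition does not settle a pairing. With the replicate number as a block, which assumes one, 5400 genes were changed. With the untreated and E2 libraries in the same fit, 3032 genes were changed. Among the 103 genes at 1 FPKM or above whose decimal places are known in both conditions, 19 were changed (18.4%), and 3 differed by more than 3.16-fold (2.91%, 95% Wilson interval from 0.995% to 8.22%), the size above which a misplaced point could make a change look smaller than it is.

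**Figure D1:**
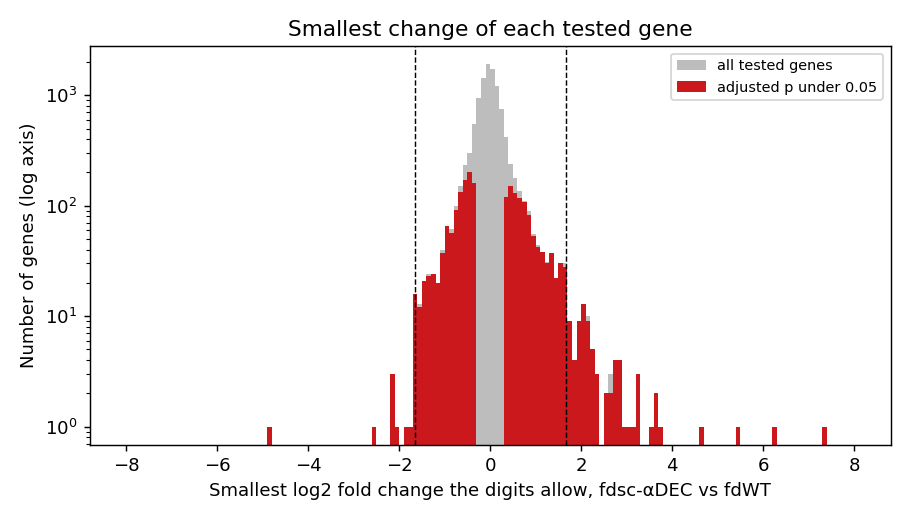
Number of genes (log axis) by the smallest log2 fold change that their digits allow between fdsc-αDEC and fdWT, for the 11167 tested genes in grey and the 2107 genes with an adjusted p under 0.05 in red. Dashed lines mark a log2 fold change of 1.66 in either direction, the largest that can result when the decimal points of both conditions are free.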

We compared gene expression levels between the two conditions and detected approximately 4,000 genes that were differentially expressed in DCs after exposure to fdsc-αDEC compared to cells treated with fd wild-type (Fig2A). Furthermore, to understand—in an unbiased way—whether the differentially expressed genes are significantly related to specific gene ontologies and to specific cellular pathways, we analyzed (using the Database for Annotation, Visualization and Integrated Discovery, DAVID) a stringent set of differentially expressed genes (false discovery rate (FDR) < 0.0004; see Fig2A, blue dots). 

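At the FDR of 0.0004 of the ‘stringent set’, no gene passed in the comparison of the 2 fdWT and 2 fdsc-αDEC replicates. With all genes at the smallest change their digits allow, the smallest adjusted p was 8.27e-04, while 3706 of the 11167 genes had an unadjusted p under 0.05. When the spread was estimated from all 8 libraries of the series, 291 genes passed an FDR of 0.0004, of which 194 were higher with fdsc-αDEC at the smallest change their digits allow. With the power of 10 of Fig 2D, Irf7 had a log2 fold change of 4.70 (SE 0.08), and its adjusted p of 4.47e-04 was still above this FDR. The number of genes with the replicate number as a block was 0. With only these 4 libraries the limma test could hardly reach this FDR, and the paper's FDR came from Cuffdiff. That no gene passed is thus not evidence against the paper's stringent set. Because none passed, the enrichment of gene groups was computed among the 2107 genes changed at an FDR of 0.05.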

The most enriched biological pathways (KEGG database) are shown in Fig2B. 

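The largest rises whose direction is the same for every possible decimal place were those of Eif3j1, Ccl12, I830012O16Rik, Igj and Tnfsf10. The chemokine gene Ccl12 (mm9 chromosome 11, 81915347 to 81916902) was at 0.112 and 0.0865 FPKM in the fdWT replicates and at no less than 7.25 and 7.75 FPKM in the fdsc-αDEC replicates, a log2 fold change of at least 6.25 (SE 0.14, adjusted p = 8.27e-04, limma). Tnfsf10, which encodes the ligand TRAIL (chromosome 3, 27215950 to 27241349), rose from 0.283 and 0.364 FPKM to at least 4.42 and 4 FPKM, a log2 fold change of at least 3.71 (SE 0.14, adjusted p = 0.0011). I830012O16Rik rose by at least 5.45 on the log2 scale (SE 0.15, adjusted p = 8.46e-04) and the immunoglobulin joining chain gene Igj by at least 4.68 (SE 0.18, adjusted p = 0.0011). The replicates of Eif3j1 lay further apart, with 0.141 and 0.0346 FPKM for fdWT, and its log2 fold change of at least 7.35 had an SE of 0.83 (adjusted p = 0.00647). Reads shared with its near-identical copy Eif3j2 would not be among the uniquely mapped reads that the authors kept. The largest falls of known direction were smaller for 4 of 5 genes, with a log2 fold change between -2.57 and -2.13 at the least for Itgb8, Plet1, Cacng6 and Frzb, and of -4.90 for Fmr1nb. All 10 genes kept, with the replicate number as a block, an adjusted p between 0.00141 and 0.0035. These changes are relative to fdWT, which itself differed from untreated DCs in some of the 10 genes. Untreated DCs were at 6.17 and 6.45 FPKM or more for Igj, above fdWT. For Itgb8 they were at 0.579 and 0.546 FPKM, below both phage conditions. Tnfsf10 and Eif3j1 also rose over untreated DCs, by at least 2.98 and 7.59 on the log2 scale. The LPS-binding protein gene Lbp, drawn in the pathway of Fig 2E, was at 1.72 and 1.97 FPKM with fdWT and rose by at least 0.90 on the log2 scale (SE 0.10, adjusted p = 0.0059). Cd14 reached 230 ± 28.4 FPKM (SD, n = 2) with fdsc-αDEC, a log2 fold change of at least 1.03 over fdWT (SE 0.12, adjusted p = 0.00682).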

Interestingly, we observed that the exposure of DCs to fdsc-αDEC significantly up-regulated many genes that are involved in inflammatory pathways linked to innate immunity. Most relevant pathways were the cytokine–cytokine receptor and chemokine signaling pathways, the ‘Toll-like receptors’ (TLRs) and the ‘NOD-like receptor’ signaling pathways, the ‘DNA sensing’ and the ‘antigen processing/presentation’ (Fig2B).

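Gene groups written down by hand from Fig 2E, from the pathway names and from gene symbols, in place of the KEGG lists, were compared with the other tested genes by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the 6 groups. Because the direction of most changes is lost with the decimal points, the test is on genes changed in either direction at an FDR of 0.05 (2107 of 11167 genes). Every gene, also those of Fig 2D, counts there at the smallest change its digits allow. Of 31 chemokine ligands and receptors, 23 were changed (odds ratio 12.49, adjusted p = 1.95e-10). Interleukins and their receptors followed with 20 of 36 genes (odds ratio 5.42, adjusted p = 1.94e-06). Among the antigen processing and presentation genes 27 of 56 were changed (odds ratio 4.04, adjusted p = 1.74e-06), and among the NOD-like receptor genes 14 of 30 (odds ratio 3.78, adjusted p = 5.75e-04). For the Toll-like receptor pathway of Fig 2E the number was 32 of 81 (odds ratio 2.84, adjusted p = 1.79e-05). The cytosolic DNA-sensing genes, with 13 of 43, lay close to the threshold (odds ratio 1.87, adjusted p = 0.0491). With the replicate number as a block the odds ratios were 10.01, 6.65, 2.46, 2.14, 2.03 and 1.81 in the same order, with adjusted p-values of at most 0.0402. Antigen processing was no longer enriched when a log2 fold change of at least 1 was also required (odds ratio 1.77, adjusted p = 0.205).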

**Figure 2:**
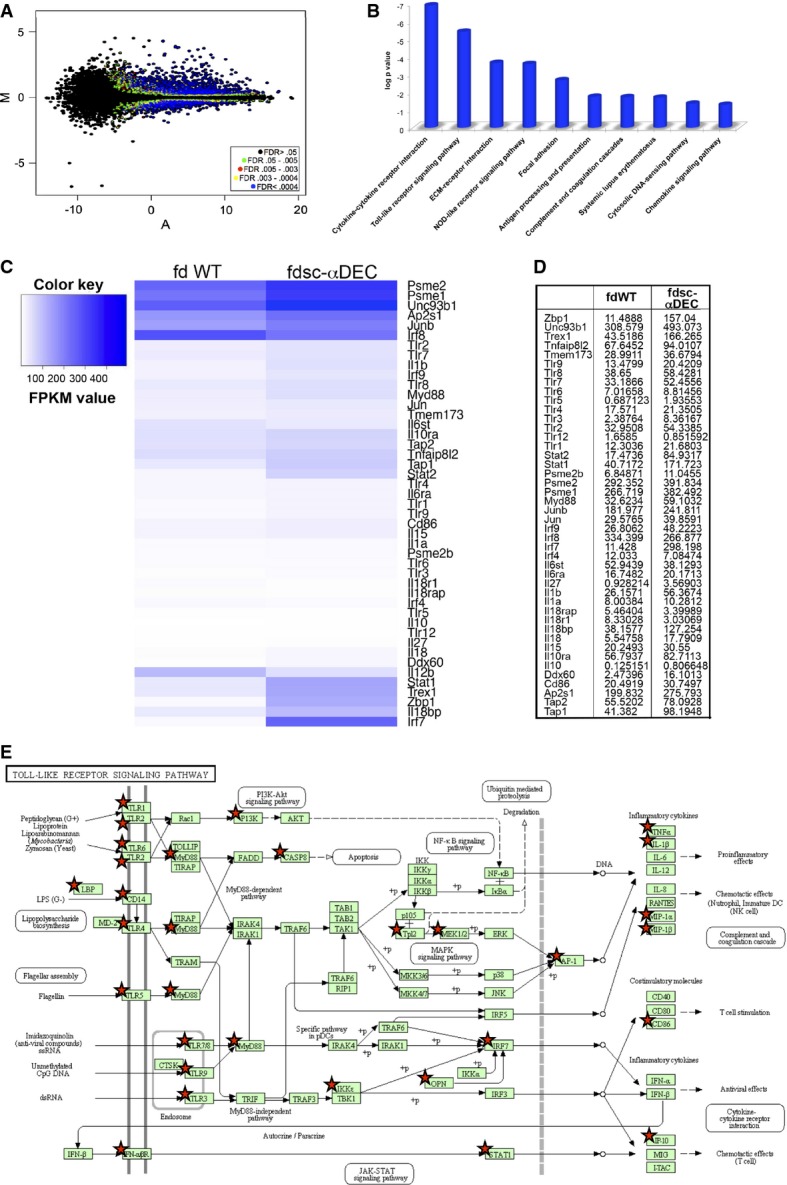
RNA-Seq of bacteriophage-pulsed dendritic cells
A Standard MA plot (M, log ratios and A, mean average) of the FPKM (fragments per kilobase of transcript and million of mapped reads) of fdWT vs fdsc-αDEC-treated dendritic cells, for each RefSeq gene. The *y*-axis represents the log fold change (M) and the *x*-axis the average log intensity (A) for each gene (dot). Colored dots indicate differentially expressed genes. As indicated in the inset, blue dots constitute the ‘stringent set’ of differentially expressed genes (FDR <0.0004).

B Bar graph showing the most significant gene pathways enriched with up-regulated genes of the ‘stringent set’ in the fdWT vs fdsc-αDEC comparison.

C, D Heatmap (C) and table (D) of FPKM values for selected genes in fdWT and fdsc-αDEC-pulsed DCs.

E Schematic representation of the ‘Toll-like receptor signaling pathway’ (KEGG pathway 04620), significantly altered in fdsc-αDEC-treated cells. Red stars indicate the genes of the ‘stringent set’ that are significantly (FDR < 0.0004) up-regulated in fdsc-αDEC compared to fdWT.

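Of the starred boxes, those that stand for a single gene, and the box of Tlr7 and Tlr8, give 24 genes. These were all tested, and 20 were changed between fdsc-αDEC and fdWT at an FDR of 0.05 (limma, Benjamini-Hochberg). All 24 were changed with the replicate number as a block. None passed the FDR of 0.0004 when only the fdWT and fdsc-αDEC libraries were used, which the limma test could hardly reach with so few libraries. With the spread estimated from all 8 libraries, 8 of the starred genes passed it. Fig 2D gives the FPKM of 14 of the starred genes, and with its power of 10 all 14 were higher in fdsc-αDEC. Together with those outside Fig 2D whose direction the files alone give, 19 of the 24 were higher. The starred box of the interferon receptor stands for 2 genes and was not counted among the 24. Of the 2, Ifnar2 was changed (adjusted p = 0.0236), whereas Ifnar1 was not (0.886, or 0.663 with the block).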

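The digits of the deposited replicates give the spread behind the means of Fig 2D, whose power of 10 was used for these genes. Of the 44 genes, 43 were tested, and Il10 was left out because its mean stayed under 1 FPKM in both conditions (0.125 ± 0.0195 and 0.807 ± 0.0266 FPKM, SD, n = 2). Of the 43, 37 were higher and 6 lower with fdsc-αDEC, and 35 of these differences passed an FDR of 0.05 (29 up and 6 down, limma, Benjamini-Hochberg). All 43 passed with the replicate number as a block. The genes that were lower were Irf4, Irf8, Il6st, Il18r1, Il18rap and Tlr12. The files alone give the direction of 7 of the 43 (Irf7, Zbp1, Unc93b1, Ap2s1, Tlr5, Il27 and Tlr12), and that of the other 36 rests on Fig 2D. For Il18, Stat2, Trex1, Tlr3, Il18bp and Ddx60 the digits would allow a change of the opposite sign that is smaller than the one drawn.

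**Figure D2:**
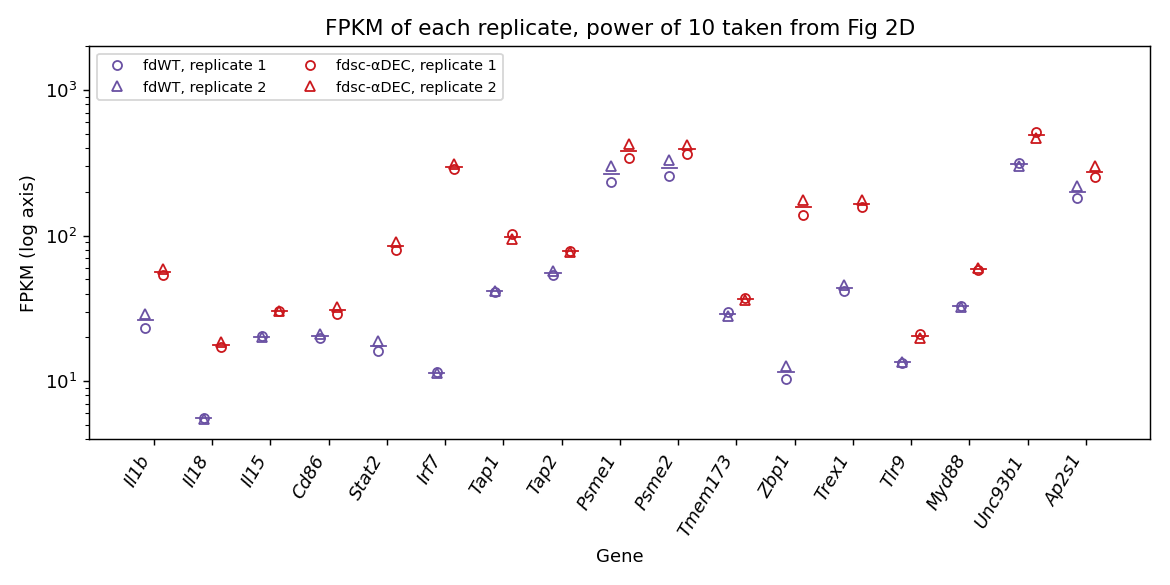
FPKM (log axis) of each fdWT and fdsc-αDEC replicate for 17 genes named in the text, with the power of 10 taken from Fig 2D. Circles are replicate 1, triangles replicate 2 and short lines the mean of 2 replicates. Irf7 has the widest separation, from 11.4 to 298 FPKM, whereas the higher fdWT replicate of Psme1, Psme2 and Ap2s1 lies close to the lower fdsc-αDEC replicate.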

The heatmap in Fig2C shows a comparison of normalized expression values of selected genes between fdWT and fdsc-αDEC-pulsed dendritic cells, with the FPKM values reported in Fig2D. 

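Cxcl10 (mm9 chromosome 5, 92775664 to 92777915) was at 0.960 ± 0.0375 FPKM (SD, n = 2) in fdWT-treated DCs, a value whose decimal point is known, and at 4.34, 43.4 or 434 FPKM with fdsc-αDEC. It therefore rose by at least 2.18 on the log2 scale over fdWT (SE 0.08, adjusted p = 9.47e-04, limma). In untreated DCs Cxcl10 was at 5.48, 54.8 or 548 FPKM, above fdWT for every possible place. Whether fdsc-αDEC exceeded untreated DCs is not known from the files. At the power of 10 of Fig 2D, the mean FPKM of Il1b (chromosome 2, 129190306 to 129196875) rose from 26.2 ± 4.01 to 56.4 ± 4.27 (SD, n = 2), a log2 fold change of 1.11 (SE 0.13, adjusted p = 0.00755). For Il18 (chromosome 9, 50383378 to 50389942) FPKM were 5.55 ± 0.0688 and 17.8 ± 0.913, a log2 fold change of 1.68 (SE 0.08, adjusted p = 0.0014). Il15 (chromosome 8, 84855536 to 84927121) and Cd86 (chromosome 16, 36603955 to 36666167), each at 20.2 to 20.5 FPKM with fdWT, rose by 0.59 (SE 0.07, adjusted p = 0.00841) and 0.58 (SE 0.09, adjusted p = 0.0149) on the log2 scale. The direction of these 4 changes rests on Fig 2D, since the digits would also allow -2.21 for Il1b, -1.64 for Il18, -2.73 for Il15 and -2.74 for Cd86. With this placement, in all 5 genes both fdsc-αDEC replicates were above both fdWT replicates, and with the replicate number as a block the adjusted p-values lay between 0.00136 and 0.0036. Without a minimum FPKM for the genes tested, Cd86 no longer passed an FDR of 0.05. Tnf and Ccl3, which are starred in Fig 2E, changed by at least 0.75 (adjusted p = 0.00908) and 0.91 (adjusted p = 0.00333). The files do not give their direction, and the stars mark both as up-regulated in the paper.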

DCs treated with fdsc-αDEC mainly up-regulate genes encoding immune-related cytokines and chemokines, including *Cxcl10*, *Il1b*, *Il18* and *Il15*, and the gene encoding the co-stimulatory molecule CD86. Moreover, many interferon signaling genes such as *Ifnar2*, *Stat1*, *Stat2* and *Irf7* are differentially expressed, indicating the development of type 1 immuno-stimulatory dendritic cells (DC1).

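Irf7 (mm9 chromosome 7, 148448605 to 148452380) had the largest change of these genes. It stood at 298 ± 18.7 FPKM (SD, n = 2) with fdsc-αDEC, where replicate 2 kept its decimal point and replicate 1 was placed closest to it, against 11.4 ± 0.0803 with fdWT at the power of 10 of Fig 2D, a log2 fold change of 4.70 (SE 0.08, adjusted p = 4.47e-04, limma). From the files alone Irf7 rose by at least 1.38 on the log2 scale. Stat2 (chromosome 10, 127707629 to 127729905) went from 17.5 ± 1.81 to 84.9 ± 7.78 FPKM, a log2 fold change of 2.28 (SE 0.12, adjusted p = 0.00147). Its direction comes from the power of 10 in Fig 2D, since the digits alone would also allow -1.04. Ifnar2 (chromosome 16, 91373028 to 91419696) is not listed in Fig 2D. Its smallest possible change was 0.43 on the log2 scale (SE 0.08, adjusted p = 0.0236), which was no longer past an FDR of 0.05 without a minimum FPKM, and its direction is not known from the files. With the replicate number as a block, the adjusted p was 0.00136 for Irf7 and Stat2 and 0.00588 for Ifnar2. From the changes in these interferon signaling genes, the paper reasons that the DCs develop into type 1 immuno-stimulatory dendritic cells.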

RNA-Seq data also revealed the up-regulation of the expression of the two MHC-linked genes *Tap1* and *Tap2* that are required for the antigen-processing and presentation pathway of intracellular antigens to T cells, and of *Psme1/2* genes encoding the immune-proteasome-associated complex PA28 subunits alpha and beta. 

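At the power of 10 of Fig 2D, Tap1 (mm9 chromosome 17, 34324498 to 34334170) rose from 41.4 ± 0.251 to 98.2 ± 5.49 FPKM (SD, n = 2), a log2 fold change of 1.25 (SE 0.08, adjusted p = 0.00197, limma). Tap2 (chromosome 17, 34340472 to 34353266) rose from 55.5 ± 2.58 to 78.1 ± 0.472 FPKM, a log2 fold change of 0.49 (SE 0.08, adjusted p = 0.0163), which no longer passed an FDR of 0.05 without a minimum FPKM for the genes tested. Psme1 (chromosome 14, 56196960 to 56200366) was at 267 ± 47.7 and 382 ± 60.5 FPKM, and Psme2 (chromosome 14, 56206278 to 56209950) at 292 ± 52.4 and 392 ± 41.5 FPKM. Their log2 fold changes of 0.52 (SE 0.17, adjusted p = 0.106) and 0.43 (SE 0.15, adjusted p = 0.127) did not pass an FDR of 0.05. In both genes, however, each fdsc-αDEC replicate was above each fdWT replicate. In both genes replicate 2 was higher than replicate 1 in both conditions. With the replicate number as a block, which assumes a pairing that the labels do not state, the same changes had an adjusted p of 0.00377 and 0.0106. Psme2b, a near copy of Psme2, rose from 6.85 ± 0.435 to 11.0 ± 1.58 FPKM, a log2 fold change of 0.68 (adjusted p = 0.0233). Reads that map to both genes would not be among the uniquely mapped reads that the authors kept. The direction of all 5 changes rests on Fig 2D.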

PA28β expression is low in immature DCs and strongly increases in mature DCs (Ossendorp *et al*, 2005), and more recently, it has been reported that the immunoproteasome has a major role in regulating gene transcription in maturing DCs (de Verteuil *et al*, 2014).

Our transcriptome data also show that, compared to fd wild-type, fdsc-αDEC induces the expression of genes encoding DNA sensor proteins such as STING (*Tmem173*), DAI (*Zbp1*) and TREX1 (*Trex1*) in dendritic cells. 

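Zbp1 (mm9 chromosome 2, 173032113 to 173044424) rose from 11.5 ± 1.66 to 157 ± 26.9 FPKM (SD, n = 2) at the power of 10 of Fig 2D, a log2 fold change of 3.77 (SE 0.16, adjusted p = 0.00133, limma). From the files alone its direction is also up, by at least 0.45 on the log2 scale, a size that did not pass an FDR of 0.05 (adjusted p = 0.133). Trex1 (chromosome 9, 108960447 to 108962852) rose from 43.5 ± 3.01 to 166 ± 12.0 FPKM, a log2 fold change of 1.93 (SE 0.10, adjusted p = 0.00147). The digits alone would also allow -1.39. The change of Tmem173 (chromosome 18, 35893332 to 35900208) was the smallest of the 3, from 29.0 ± 1.47 to 36.7 ± 0.478 FPKM. Its log2 fold change of 0.34 (SE 0.08, adjusted p = 0.0475) was close to the threshold, and after a correction for transcript length and GC content it was 0.29 and no longer past an FDR of 0.05, and neither was it without a minimum FPKM. With the replicate number as a block the adjusted p was 0.00136 for Zbp1 and Trex1 and 0.0101 for Tmem173. The directions for Trex1 and Tmem173 rest on Fig 2D.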

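Fig 2D lists 10 Toll-like receptor genes, and its power of 10 was used for them. Except for Tlr5 and Tlr12, the direction of the changes rests on it as well. Tlr9 (mm9 chromosome 9, 106124929 to 106129207) rose from 13.5 ± 0.0968 to 20.4 ± 1.06 FPKM (SD, n = 2), a log2 fold change of 0.60 (SE 0.08, adjusted p = 0.0103, limma). The largest rise was that of Tlr3, with a log2 fold change of 1.83 (SE 0.19, adjusted p = 0.00515), for which the digits alone would also allow the smaller change of -1.50. For Tlr5, Tlr1, Tlr2, Tlr7 and Tlr8 the log2 fold change was 1.49, 0.82, 0.72, 0.66 and 0.60 in that order, with adjusted p-values from 0.00147 to 0.0186. Tlr7 and Tlr8 no longer passed an FDR of 0.05 without a minimum FPKM for the genes tested. The rises of Tlr6 (0.33, adjusted p = 0.0608) and Tlr4 (0.28, adjusted p = 0.175) did not pass an FDR of 0.05, although both did after a correction for transcript length and GC content, and Tlr12 was lower with fdsc-αDEC (-0.96, adjusted p = 0.00561). With the replicate number as a block, the adjusted p was 0.00453 for Tlr9, 0.00852 for Tlr6 and 0.0152 for Tlr4.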

TREX1 has been described as being up-regulated by TLR ligands in murine conventional dendritic cells (Xu *et al*, 2014), and, in this context, we detected a significant up-regulation of TLR transcripts, including TLR9 which also senses DNA (Supplementary Fig S3). Moreover, we observed a significant up-regulation of transcripts encoding proteins linked to the TLR pathway (summarized in Fig2E), such as the MYD88 adaptor molecule (Supplementary Fig S3), and proteins such as UNC93B1 involved in the trafficking of endosomal TLRs (TLR3, TLR7 and TLR9) (Supplementary Fig S3). These findings prompted us to investigate the role of TLRs after DC exposure to fdsc-αDEC.

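Myd88 (mm9 chromosome 9, 119245052 to 119250529) rose from 32.6 ± 0.400 to 59.1 ± 0.883 FPKM (SD, n = 2) at the power of 10 of Fig 2D, a log2 fold change of 0.86 (SE 0.07, adjusted p = 0.00337, limma). Unc93b1 (chromosome 19, 3935186 to 3949340) was at 309 ± 13.6 FPKM with fdWT and at 493 ± 29.6 FPKM with fdsc-αDEC, where replicate 1 kept its decimal point. The log2 fold change was 0.68 (SE 0.09, adjusted p = 0.00937), and every possible decimal place gave a rise of at least this size, whereas the direction for Myd88 rests on Fig 2D. In both genes each fdsc-αDEC replicate was above each fdWT replicate. The adjusted p with the replicate number as a block was 0.00195 for Myd88 and 0.00246 for Unc93b1.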

### Role of MYD88 and TLR9 in DCs targeted by phage particles displaying anti-DEC-205 scFv

The involvement of the TLR pathway in the activity induced by fdsc-αDEC particles after their internalization and/or degradation in the endolysosomal compartments was initially investigated by analyzing the production of the pro-inflammatory cytokine IL-6 in *MyD88*^*−/−*^ DCs pulsed with LPS-free phage virions. As illustrated in Fig3A, the production of IL-6 by fdsc-αDEC was totally abolished in *MyD88*^*−/−*^ DCs compared to wild-type BMDCs, confirming the involvement of the TLR pathway. Since the filamentous phage particles contain a single-strand (ss) DNA rich in unmethylated CpG sequences, and since TLR9 recognizes unmethylated CpG motifs of bacterial and viral ssDNA, we next specifically investigated the role of TLR9 in the induction of cytokine production after phage uptake.

**Figure 3:**
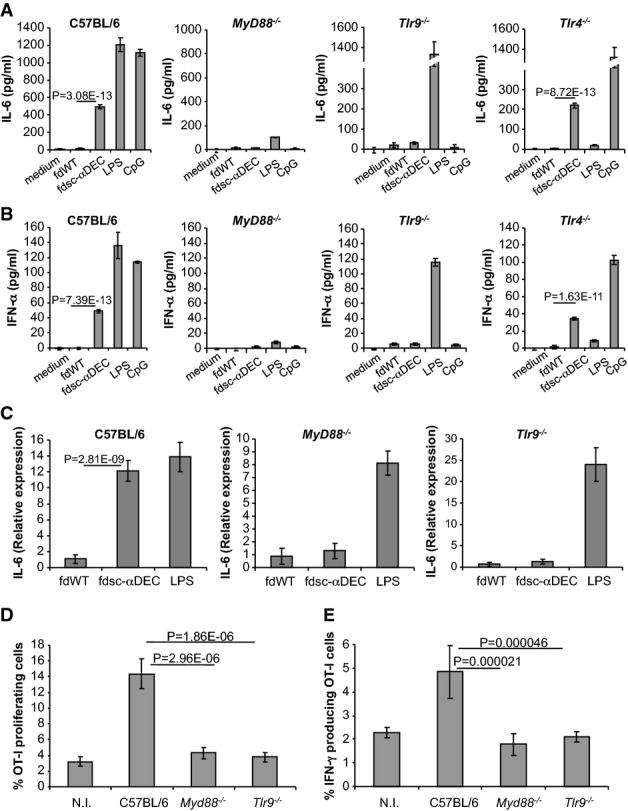
fdsc-αDEC induces IL-6 and IFN-α production mediated by MYD88 and TLR9
IL-6 was evaluated by ELISA in supernatants of BMDCs obtained from C57BL6, MYD88, TLR9 or TLR4 KO mice and incubated for 20 h with wild-type or fdsc-αDEC phage particles. LPS or CpG-ODN were used as controls. IL-6 release from DCs derived from *MyD88*^*−/−*^ mice was totally abolished and dramatically reduced in DCs derived from *Tlr9*^*−/−*^ mice, but not affected in *Tlr4*^*−/−*^ DCs. Bars represent mean values ± SD. Cumulative results are shown of three independent experiments assayed in duplicate. Comparative analyses were performed using Student's *t*-test for unpaired samples.

IFN-α release evaluated by ELISA in supernatants of BMDCs obtained from C57BL/6 or KO mice and incubated for 20 h with wild-type or fdsc-αDEC phage particles. LPS or CpG-ODN were used as controls. *MyD88*^*−/−*^ and *Tlr9*^*−/−*^ but not *Tlr4*^*−/−*^ BMDCs were unable to produce IFN-α after fdsc-αDEC stimulation. Bars represent mean values ± SD. Cumulative results are shown of three independent experiments assayed in duplicate. Comparative analyses were performed using Student's *t-*test for unpaired samples.

IL-6 mRNA expression by DC cells. C57BL/6, *MyD88*^*−/−*^ and *Tlr9*^*−/−*^ mice were inoculated intraperitoneally with fdWT or fdsc-αDEC bacteriophages or, as a control, with LPS. Mice were sacrificed 2 h later, and purified spleen dendritic cells were analyzed for IL-6 mRNA levels by quantitative real-time PCR. Bars represent the mean fold increase ± SD. The experiments were performed three times (*n* = 2 per group). Comparative analyses were performed using Student's *t-*test for unpaired samples.

Proliferation of OT-I CD8^+^ T cells after 72 h of co-culture with 1 × 10^4^ DCs isolated from C57BL/6 mice or from *MyD88*^*−/−*^ or *Tlr9*^*−/−*^ transgenic mice previously injected with fdOVA/sc-αDEC bacteriophage particles. The panel shows the percentage of divided, CFSE-low OT-I CD8^+^ T cells. As a control, the proliferation of OT-I CD8^+^ T cells co-cultured with DCs isolated from non-immunized (NI) C57BL/6 mice is reported. The mean ± SD of two independent experiments with *n* = 3 per group is reported. Comparative analyses were performed using Student's *t*-test for unpaired samples.

IFN-γ production by OT-I CD8^+^ T cells co-cultured for 12 h in the presence of 3.3 × 10^3^ DCs isolated from C57BL/6 mice or MyD88^−/−^ and Tlr9^−/−^ transgenic mice injected as in (D). Data information: The mean ± SD of two independent experiments with *n* = 3 per group is reported. Comparative analyses were performed using Student's *t-*test for unpaired samples.

To this end, we measured IL-6 production in the supernatants of BMDCs isolated from *Tlr9*^*−/−*^ mice that had been co-cultured with fdWT or fdsc-αDEC bacteriophage particles. We found that IL-6 release is severely impaired using fdsc-αDEC bacteriophages in DCs isolated from mice lacking TLR9 expression but not in DCs lacking TLR4, used as a control (Fig3A). Interestingly, IFN-α release also appears to be linked to TLR9 signaling, since both *MyD88*^*−/−*^ and *Tlr9*^*−/−*^ DCs, but not *Tlr4*^*−/−*^ DCs, are unable to produce IFN-α when pulsed with fdsc-αDEC bacteriophages (Fig3B).

Furthermore, we also assessed inflammatory cytokine production in DCs isolated from immunized mice. We injected C57BL/6 mice with LPS-free fdWT or fdsc-αDEC bacteriophages. Two hours later, DCs were isolated from the spleen of immunized mice by magnetic separation, total RNA was extracted, and the expression level of IL-6 mRNA was assessed using quantitative real-time (RT) PCR. The relative gene expression was calculated using the 2^−ΔΔCt^ method (Livak & Schmittgen, 2001), with PBS-treated mice as calibrator and β-actin as a housekeeping gene. As shown in Fig3C, delivering fd bacteriophage via DEC-205 scFv resulted in a strong up-regulation of IL-6 mRNA expression (up to 12-fold), while DCs isolated from mice treated with fdWT bacteriophages showed no increase.

Moreover, we measured IL-6 mRNA levels in splenic DCs isolated from *MyD88*^*−/−*^ or *Tlr9*^*−/−*^ mice 2 h after fdWT or fdsc-αDEC injection. As reported in Fig3C, negligible levels of IL-6 were produced in either *MyD88*^−/−^ or *Tlr9*^*−/−*^ DCs after wild-type or fdsc-αDEC bacteriophage injection, indicating that dendritic cells targeted via anti-DEC-205 bacteriophages *in vivo*, analogously to *in vitro* treated BMDCs, are able to produce proinflammatory cytokines via TLR9/MYD88 signaling.

Finally, splenic DCs were purified by magnetic separation 18 h after the administration of the phage particles to C57BL/6, *MyD88*^*−/−*^ and *Tlr9*^*−/−*^ mice and co-cultivated with CFSE-labeled OVA_257-264_-specific OT-I transgenic T cells. DCs isolated from C57BL/6 mice and targeted *in vivo* with fdOVA/sc-αDEC induced significant OT-I proliferation (Fig3D) and IFN-γ production (Fig3E), whereas DCs isolated from *MyD88*^*−/−*^ and *Tlr9*^*−/−*^ mice promoted neither CD8^+^ OT-I proliferation nor IFN-γ release.

These results demonstrate that the ability of fdOVA/sc-αDEC phage particles to induce cytokines production and to confer higher immunogenicity to the displayed antigenic determinants is dependent on activation of the TLR9/MYD88 pathway.

### Subcellular localization of fd particles

In order to understand how and where fdsc-αDEC intercepts TLR9, we analyzed the intracellular fate of fdsc-αDEC and of wild-type bacteriophages by dissecting the intracellular trafficking route of fd particles (delivered or not via DEC-205) in BMDCs. BMDCs incubated with tetramethylrhodamine (TRITC)-conjugated fdWT or fdsc-αDEC for 6 h were analyzed by confocal microscopy, and their endosomal compartments were mapped using early endosomal (EEA-1) or late endosomal/lysosomal (LAMP-1) markers. We observed low co-localization of fd bacteriophages particles, either wild-type or expressing anti-DEC-205, in EEA-1-positive early endosomes (< 3% of EEA-1-positive structures contain fd wild-type (Fig4A) or fdsc-αDEC phage particles (Fig4B)). By contrast, we found that fdsc-αDEC bacteriophages, but not fd wild-type, localized in the LAMP1-positive late endosomal/lysosomal compartments. As shown in Fig4C and D, the display of anti-DEC-205 scFv on the phage surface markedly increases the localization of bacteriophages into late endolysosomal compartments. Co-localization analysis showed that 41.3% of LAMP-1-positive structures also contain fdsc-αDEC phage particles (Fig4D), while fd wild-type seems to localize with only 8.9% of the LAMP-1-positive endolysosomes (Fig4C).

**Figure 4:**
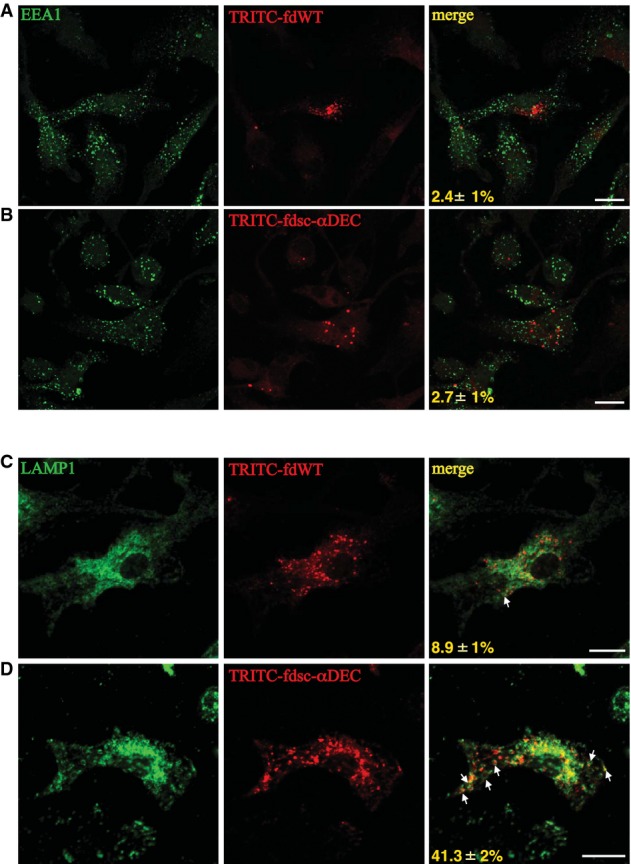
Confocal microscopy analysis of BMDCs after phage uptake
A–D BMDCs were incubated with TRITC-conjugated fdWT (A, C) or fdsc-αDEC bacteriophages (B, D) for 6 h. Cells were then fixed, permeabilized, immunostained with anti-EEA-1 (A, B) or anti-LAMP-1 (C, D) (green) antibody and analyzed by confocal microscopy. Representative images are shown. Numbers at the bottom of the right panels indicate the percentage of EEA-1 (A, B) or LAMP-1 (C, D) bacteriophage co-localization (mean values ± SD, *N* = 2, *n* = 100). Scale bars, 10 mm. White arrows indicate LAMP-1-positive structures that also are positive or contain fdsc-αDEC or fdWT bacteriophages.

These data indicate that fd particles displaying the anti-DEC-205 scFv behave like the anti-DEC-205 antibody that has been described to deliver antigens to late endosomal/lysosomal compartments (Platt *et al*, 2010).

To verify the co-localization of phage particles internalized via the DEC-205 receptor with TLR9 in dendritic cells, we expressed recombinant TLR9 C-terminally fused to yellow fluorescent protein (YFP) in BMDCs. Using TRITC-conjugated bacteriophages and confocal microscopy, we were able to assess the co-localization of phage particles internalized by DCs with the TLR9-YFP. We found that fdsc-αDEC particles, which are able to activate DCs, induce a high number of TLR9-positive structures compared to cells incubated with fd wild-type particles (Fig5A and C, left panels). Moreover, the majority (82.3%) of the fdsc-αDEC virions co-localized with TLR9 (Fig5C and D) compared to only 4.6% co-localization of the fd wild-type bacteriophages (Fig5A and B).

**Figure 5:**
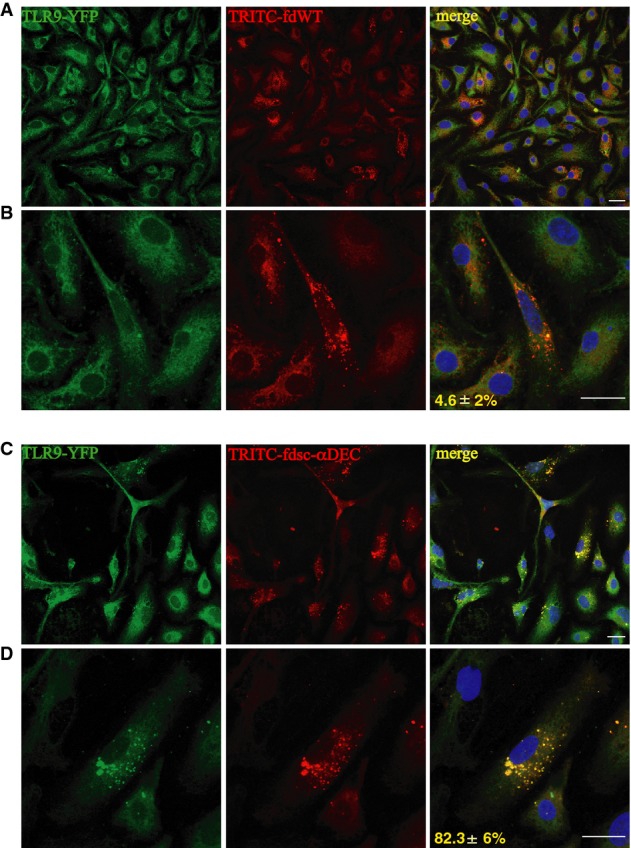
fdsc-αDEC localizes with TLR9 in DCs
A–D BMDCs from C57BL/6 mice were stably transduced with YFP-tagged TLR9. Cells grown on coverslips were then incubated with TRITC-conjugated wild-type (A, B) or fdsc-αDEC (C, D) bacteriophages for 6 h. Cells were then washed, fixed and analyzed by confocal microscopy. Nuclei were counterstained with Hoechst. (B, D) are enlargements of a single cell. Representative images are shown. Numbers at bottom of right panels indicate the percentage of TLR9 bacteriophage co-localization (mean values ± SD, *N* = 2, *n* = 100). Scale bars, 10 mm.

These data of co-localization indirectly suggest that phage particles, containing a single-strand DNA genome rich in CpG motifs, when delivered via DEC-205, are able to intercept and trigger the active TLR9 innate immune receptor into the late endolysosomal compartments, and thus to enhance the immunogenicity of the displayed antigenic determinants.

## Discussion

The use of *ex vivo* generated DCs pulsed with tumor antigens represents a promising immunotherapeutic option which is the object of ongoing clinical trials (Palucka & Banchereau, 2012). However, this type of vaccination is expensive and not easy to perform. A more promising approach could be the direct *in vivo* targeting of dendritic cells by coupling antigens to antibodies able to recognize receptors that are specifically expressed by DCs. In this context, it has been described that antigen-conjugated antibodies targeting C-type lectin receptors such as DEC-205 that are expressed by DCs efficiently induce antigen-specific T-cell responses (Bonifaz *et al*, 2004). However, in the case of DEC-205, this delivery is efficient only if associated with the administration of maturation stimuli for DCs, such as anti-CD40 or Poly I:C, and it is known that administration of these adjuvants may have side effects (Cornell *et al*, 1976; Levine & Levy, 1978; Cairing *et al*, 2005). To bypass this constraint, we reported that antigen-displaying filamentous bacteriophages targeting DEC-205 induce strong and protective antigen-specific T-cell responses (Sartorius *et al*, 2011). These data indicate that vaccination with phage targeted to DEC-205 does not need addition of exogenous adjuvants and that scFv anti-DEC-205 phage particles have per se adjuvant properties, being able to induce the production of pro-inflammatory cytokines and co-stimulatory molecules in DCs and to induce DC maturation (Sartorius *et al*, 2011). It is known that antigen presentation and co-stimulation provided by DCs to T cells as well as cytokines secreted by DCs determine T-cell activation. The conversion of DCs from tolerogenic to immunogenic (e.g., during infectious diseases) is thought to depend on their capacity to sense pathogen components and to produce cytokines. It is also known that cytokine gene transcription in DCs depends on the activation of transcription factors such NF-kB, Ap-1 or IRF induced by pattern recognition receptor molecules (PRR) such as the Toll-like receptors and C-type lectin receptors. However, literature data indicate that the DEC-205 type I C-type lectin receptor is not able to signal and activate transcription factors, while it is efficient in favoring the internalization of target antigens (Mahnke *et al*, 2000; Cohn *et al*, 2013). In contrast, our data show that phage particles targeting the DEC-205 receptor are able to trigger signaling in DCs. In order to investigate at the transcriptional level the mechanism of action of fdsc-αDEC particles, we used RNA-Sequencing technology on DCs after exposure to fdsc-αDEC or to wild-type fd. This analysis revealed that phages delivered via DEC-205 are able to significantly induce the expression of relevant gene pathways involved in DC activation and in the induction of efficient Th1-mediated immune responses. Here, we also describe that the activity of fdsc-αDEC particles is dependent on the recruitment of the adaptor molecule MYD88. MYD88 is essential for the downstream signaling of various TLRs such as TLR9 (Häcker *et al*, 2000), and our data also demonstrate the role of TLR9 in the functional activity of DEC-205-targeted phage virions. TLR9 senses unmethylated single-stranded DNA with CpG motifs derived from bacteria and viruses (Hemmi *et al*, 2000; Mason *et al*, 2005), and phage virions contain a single-stranded genome rich in CpG motifs.

Interestingly, the RNA-Seq data indicate that phage particles addressed to late endosomes by DEC-205 are also able to up-regulate the transcription factor IRF7, which is upstream of IFN-α production, while wild-type phage (not able to access late endosomes) does not induce IRF7 up-regulation nor the production of IFN-α by DCs. 

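With fdsc-αDEC, Irf7 stood at 285 and 311 FPKM in the 2 replicates. Replicate 2 kept its decimal point, and replicate 1 was placed closest to it. With fdWT its digits read 1.15 and 1.14, 11.5 and 11.4, or 115 and 114 FPKM, so that Irf7 was higher with fdsc-αDEC for every possible place, and Fig 2D gives the second of these. The untreated DCs of the series, which Fig 2 does not show, are the samples against which an induction by fdWT can be measured. Their digits read 3.62 and 3.92, 36.2 and 39.2, or 362 and 392 FPKM. At the fdWT level given by Fig 2D, the log2 fold change of fdWT over untreated DCs was 1.60, -1.72 or -5.04 for these places, each larger than the spread between replicates (adjusted p = 1.01e-04 for the smallest of them, limma with all 8 libraries in the fit). Therefore, the files do not give the sign of the change of Irf7 by fdWT. For fdsc-αDEC over untreated DCs the log2 fold change of Irf7 was -0.34, 2.98 or 6.31, so that this sign is not given either.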

Type I IFN is generally known to be produced by plasmacytoid DCs (pDCs) and the retention of signaling complexes in early endosome in pDCs rather than in late endosomes or lysosomes in other cell subsets have been correlated with IRF7 recruitment (Honda *et al*, 2005; Blasius & Beutler, 2010). It should be emphasized that mouse pDCs do not express DEC-205 (Benitez-Ribas *et al*, 2011), and we have previously described the detection of IFN-α in the sera of mice immunized with fdsc-αDEC (Sartorius *et al*, 2011). Here, we provide evidence that phage particles targeted to late endosomes in BMDCs via DEC-205 are indeed able to up-regulate IRF7 and induce type I IFN production through the involvement of TLR9 and MYD88.

The majority of TLR9 is localized in the endoplasmic reticulum of DC cells before stimulation and is rapidly recruited to late endosomal/lysosomal LAMP-1-positive compartments upon activation by CpG DNA (Leifer *et al*, 2004). Only a small fraction of TLR9 constitutively moves through the cell and reaches the lysosomal compartment (Kim *et al*, 2008; Chockalingam *et al*, 2009) to provide a pool of TLR9 immediately ready to respond to endocytosed CpG DNA. This small fraction provides an initial signal, but to provide the optimal signal strength, additional TLR9 translocation from the ER to endolysosomes is required. Accordingly, we found that fdsc-αDEC, which is able to activate dendritic cells and is found in LAMP-1-positive compartments after DC internalization, is able to localize in the same compartments where TLR9 is found, while fd wild-type particles do not show a high level of co-localization with TLR9.

In order to become active, the ectodomain of TLR9 is cleaved in the endolysosome such that no full-length TLR9 is detectable in the endolysosomal compartment (Latz *et al*, 2004; Park *et al*, 2008). Importantly, only the cleaved form of TLR9 recruits MYD88 on activation (Ewald *et al*, 2008). It has been described that TLR9 signals may also lead to the activation of type I IFN and this activity requires TLR9 trafficking to a specialized compartment named the lysosome-related organelle (Sasai *et al*, 2010).

Thus, we hypothesize that phage ssDNA, targeted to DCs by DEC-205, interacts with TLR9 in late endosomes to induce the production of pro-inflammatory cytokines, and it is also delivered to lysosomal-related organelles where it signals IRF7 to induce the production of type I IFN.

The interaction between active TLR9 and phage DNA delivered via DEC-205 in endolysosomes is also supported by the fact that wild-type phage particles, which enter endolysosomal compartments only in limited amounts, are not able to elicit the production of pro-inflammatory cytokines.

Moreover, the transcriptome analysis described herein shows that DC exposure to fdsc-αDEC, but not to the wild-type bacteriophages, is able to induce up-regulation of *Unc93b1*, a gene encoding a multi-pass transmembrane protein required for TLR9 trafficking from the ER to endolysosomes. 

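For Unc93b1, FPKM were 318 and 299 in the fdWT replicates, at the power of 10 of Fig 2D, and 514 and 472 in the fdsc-αDEC replicates, a log2 fold change of 0.68 (SE 0.09, adjusted p = 0.00937, limma; 0.00246 with the replicate number as a block). In the untreated DCs of the series, the digits of Unc93b1 read 4.36 and 3.95, 43.6 and 39.5, or 436 and 395 FPKM. The log2 fold change of fdWT over untreated DCs was thus 6.22, 2.89 or -0.43, and the files do not give which. If untreated DCs were at 436 and 395 FPKM, fdsc-αDEC would exceed them by 0.25 on the log2 scale. Without the replicate number as a block, this difference was at the edge of the threshold (adjusted p = 0.0507, limma with all 8 libraries in the fit).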

UNC93B1 remains associated with TLR9 even after Golgi processing, and the mechanism by which UNC93B1 controls the traffic of a functional TLR9 to endolysosomes has been clarified recently (Lee *et al*, 2013). In particular, these authors showed that sorting of endosomal TLR9 by UNC93B1 requires the recruitment of the adaptor protein complex (AP-2). 

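Ap2s1 (mm9 chromosome 7, 17323759 to 17334643) was at 199.8 ± 26.8 FPKM (SD, n = 2) with fdWT and at 276 ± 34.4 FPKM with fdsc-αDEC, at the power of 10 of Fig 2D, a log2 fold change of 0.47 (SE 0.14, adjusted p = 0.0855, limma). The difference did not pass an FDR of 0.05, although each fdsc-αDEC replicate was above each fdWT replicate. Replicate 2 was higher than replicate 1 in both conditions. With the replicate number as a block, which assumes a pairing that the labels do not state, the adjusted p was 0.00435. With all 8 libraries in the fit, Ap2s1 also passed an FDR of 0.05. Ap2a2 (chromosome 7, 148748079 to 148818910) is not listed in Fig 2D. Its smallest possible change was 0.29 on the log2 scale (SE 0.07, adjusted p = 0.0549, and 0.0104 with the replicate number as a block), in a direction that the files do not give. Scaling each library to the median of expressed genes brought it to 0.31 and past an FDR of 0.05.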

Notably, the genes encoding two subunits of this complex (*Ap2s1* and *Ap2a2*) are up-regulated in BMDCs pulsed by fdsc-αDEC. The TLRs that recognize nucleic acids are compartmentalized to avoid unwanted activation, since discrimination between self and microbial nucleic acids is not achieved solely through recognition of distinct features but relies on differential delivery of these potential ligands to TLRs (de Jong *et al*, 2010; Chockalingam *et al*, 2012). The interaction of TLR9 with unmethylated phage ssDNA in endolysosomes may benefit from the presence of a proteinaceous coat shielding the phage ssDNA from the degradative activity of intracellular DNase. However, we can also hypothesize that phage ssDNA can escape from endosomal compartments and leak into the cytoplasm, thus activating DNA sensing molecules in the cytoplasm of fdsc-αDEC-pulsed DCs that lead to IRF7 signaling and type I IFN production.

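As a group, 13 of 43 tested genes of the cytosolic DNA-sensing pathway were changed between fdsc-αDEC and fdWT at an FDR of 0.05 (30.2%, against 18.9% of all 11167 tested genes, odds ratio 1.87, one-sided Fisher's exact test, adjusted p = 0.0491). These counts place every gene at the smallest change its digits allow. At that placement Zbp1 changed by 0.45 on the log2 scale (adjusted p = 0.133, limma) and was not called changed. Of the 43, 27 were changed with the replicate number as a block (odds ratio 1.81, adjusted p = 0.0402). Among genes that also had a log2 fold change of at least 1, the group was represented by 7 genes (odds ratio 4.52, adjusted p = 0.0023). The 3 genes named differed in size of change, with log2 fold changes of 3.77 for Zbp1, 1.93 for Trex1 and 0.34 for Tmem173, all at the power of 10 of Fig 2D, on which the directions for Trex1 and Tmem173 rest.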

In this context, RNA-Seq data show the up-regulation of the DNA sensing pathway and related molecules such as STING, DAI and TREX1. However, since the production of IFN-α after fdsc-αDEC stimulation is not detectable in MYD88-negative DCs, it is likely that the induction of the IRF7 transcription factor is mediated by TLR9, rather than by the above-mentioned DNA sensing molecules.

Overall, we have shown that fdsc-αDEC phage particles traffic to endolysosomal compartments and co-localize with TLR9. In contrast, phage particles not displaying DEC-205 do not reach endolysosomal compartments and do not co-localize with TLR9. Phage delivered to the endolysosomes via DEC-205 is able to induce up-regulation of different gene expression pathways and to trigger signals through TLR9 and MYD88. As a consequence, the delivery of phage single-strand DNA in endolysosomes by fdsc-αDEC bacteriophage particles induces cytokine production and DC maturation and, as we described previously (Sartorius *et al*, 2011), strong and protective immune responses toward the displayed antigens.

Future work using fd bacteriophages displaying anti-human DEC-205 scFv will define if the activity described here can be translated to human DCs. B cells and plasmacytoid dendritic cells are the primary cells in humans that express TLR9 and respond to CpG stimulation (Hemmi *et al*, 2000; Jarrossay *et al*, 2001; Girsel *et al*, 2002; Hornung *et al*, 2002). The DEC-205 receptor has been recently described to be expressed on human plasmacytoid DCs (Tel *et al*, 2011), and accumulating evidence now suggests that pDCs are efficient in cross-presentation (Hoeffel *et al*, 2007; Di Pucchio *et al*, 2008; Lui *et al*, 2009; Tel *et al*, 2013). In addition, it has recently been reported that human myeloid CD141^+^ DCs produce cytokines in response to CpG-ODN in a whole blood assay (Hémont *et al*, 2013). Thus, in the light of these findings, it would be interesting to analyze the activity of targeted bacteriophages in the human system. Furthermore, immunotherapeutic options based on targeting B cells which also express DEC-205 can be envisaged.

In summary, using mouse BMDCs, we have demonstrated that fd carrier delivered through DEC-205 combines both the functions of immunogenicity and adjuvanticity and thus can bypass the limitations of using anti-DEC-205 monoclonal antibodies and can better exploit the use of this receptor for targeted antigen delivery.

## Materials and Methods

### Purification of bacteriophage particles and Western blot

Wild-type, fdsc-αDEC, fdOVA and fdOVA/sc-αDEC recombinant bacteriophages were purified as described previously (Sartorius *et al*, 2011). The number of copies of pVIII displaying the OVA_257–264_ peptide was estimated by N-terminal sequence analysis of the purified virions and resulted in 15–20% for each phage preparation. The expression of the scFv anti-DEC-205 in the pIII protein of the purified virions was assessed by Western blot analysis as previously described (Sartorius *et al*, 2011). Elimination of LPS was performed by extraction with Triton X-114 (Sigma-Aldrich, Milan, Italy) according to Aida & Pabst, 1990. The final particles were tested for endotoxin using the Limulus Amebocyte Lysate (LAL) Assay (QCL-1000, Lonza, Basel, Switzerland) according to the manufacturer's instructions. The endotoxin levels were < 0.05 EU/ml in all phage preparations.

### Synthesis of antibody–peptide conjugates

The NLDC145 (DEC-205/CD205 ATCC® HB-290™) hybridoma cell line producing the anti-DEC-205 antibody was obtained from the American Type Culture Collection and was maintained in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS) (Invitrogen Life Technologies, Carlsbad, CA). The NLDC145 antibody was purified from cell culture supernatants using the MAbTrap kit (GE Healthcare & Life Sciences, Milan, Italy) according to the manufacturer's instructions.

Antibodies (5 mg/ml) were reacted in 50 mM potassium phosphate (pH 7.5) with a 30-fold molar excess of N-succinimidyl S-acetylthioacetate (SATA, Thermo Fisher Scientific, Rockford, IL) for 4–6 h at 20°C. Unreacted cross-linking reagents (SATA) were removed by size-exclusion chromatography (Sephadex G25 medium, GE Healthcare, Milan, Italy) against degassed 20 mM potassium phosphate, buffered at pH 7.0 to avoid premature deacetylation on thiols. The resulting antibody was produced with an average of 3–6 blocked thiol groups covalently bound on lysine residues. The degree of linker attachment was estimated by a spectrophotometrical method immediately before subsequent peptide coupling. Briefly, DTNB (Ellman reagent), which has little if any absorbance, reacts with -SH groups on proteins under mild alkaline conditions (pH 7–8) such that the 2-nitro-5-thiobenzoate anion results in an intense absorbance at 412 nm. Since the Ellman reagent is very sensitive to buffer ions, pH and thermochromic effects, an accurate calibration curve using standard cysteine standards was performed using the same buffer as that used for the antibody. Blocking groups were then removed with 20 mM hydroxylamine (Sigma-Aldrich) and a molar excess of OVA_257-264_ peptide containing an N-terminal maleimide (PRIMM, Milan, Italy) was added to approximately 30- to 40-fold molar excess over antibody and allowed to react with the new thiol groups for 2–4 h at 20°C. Excess unreacted peptide and aggregated antibodies were removed by size-exclusion chromatography against PBS. The conjugate addition between thiols and the maleimide moiety is a routine reaction, and a good yield of coupling was confirmed by the absence of any reduced sulfhydryl group on the freshly purified bioconjugate (Ellman), so the product was used as eluted from the column.

### Mice

Six- to eight-week-old female C57BL/6 and ovalbumin (OVA_257–264_)-specific TCR transgenic OT-I mice were purchased from Charles River (Lecco, Italy) and were maintained under specific pathogen-free conditions at the IGB Animal House Facility at CNR, Naples. *MyD88*^*−/−*^, *Tlr4*^*−/−*^ and *Tlr9*^*−/−*^ mice were kindly donated by the University of Messina, Messina, Italy. All mice were on C57BL/6 background. Animals were randomly assigned to treatment groups. All experiments with mice were performed in accordance with European Union Laws and guidelines. All animal studies were approved by our institutional review board, and the animal procedures (i.e., immunization, sacrifice) were performed according to rules approved by the ethics committee (permission n. 137/2006-A).

### Antibodies and fluorescent dyes

Antibodies used for flow cytometry/immunofluorescence, anti-CD8-PE-Cy7 (53-6.7), anti-Vα2-TCR-PE (B20.1) and anti-IFN-γ-PE (XMG1.2), were from Biolegend, San Diego, CA. Anti CD8a-APC (53-6.7) and anti-CD11c-ΑPC (N418) were from eBioscience, San Diego, CA. Anti-CD11c-PE-Cy7 (HL3) was from BD Biosciences. Anti-DEC-205-FITC (NLDC145) was from ACRIS Antibodies GmbH, Herford, Germany.

The rabbit polyclonal antibody anti-LAMP-1 was from Abcam, Cambridge, UK. The rabbit polyclonal antibody anti-EEA-1 was from Cell Signalling, Milan, Italy. The Alexa Fluor 488 and Hoechst were from Life Technologies, Monza, Italy.

### BMDCs

Bone marrow-derived dendritic cells were produced from precursors isolated from the bone marrow of C57BL/6, *MyD88*^*−/−*^, *Tlr4*^*−/−*^ or *Tlr9*^*−/−*^ mice by culturing them with 200 U/ml recombinant murine granulocyte/macrophage colony-stimulating factor (GM-CSF) (Peprotech, NJ, USA) in RPMI 1640 (Lonza) medium supplemented with 10% FBS, 100 U/ml penicillin, 100 mg/ml streptomycin, 1 mM sodium pyruvate and 55 mM 2-mercaptoethanol (all from GIBCO, Milan, Italy). Cells were collected at day 7 of culture and were assayed for dendritic cell phenotype by staining with the monoclonal antibodies anti-CD11c and anti-DEC-205. Staining was performed in phosphate-buffered saline (PBS) containing 0.5% bovine serum albumin (BSA) for 30 min on ice using standard protocols. Data were acquired and analyzed by a BD FACSCanto II flow-cytometer and DIVA software (Becton Dickinson, Fullerton, CA).

### Antigen presentation assay

Bone marrow-derived dendritic cells were incubated overnight in the presence of fdOVA, fdOVA/sc-αDEC phage particles or NLDC:OVA_257-264_ peptide conjugates (all containing from 1 to 0.01 μg/ml OVA_257-264_ peptide). The day after, CD8^+^ OVA_257–264_-specific T cells were purified from the spleen of OT-I mice using the CD8^+^ T-cell isolation kit (Miltenyi Biotec, Calderara di Reno, BO, Italy), according to the manufacturer's instructions. Purified CD8^+^ OT-I T cells were labeled with 5 mM CFSE (Sigma-Aldrich) for 10 min at 37°C. The reaction was quenched with FBS, and cells were washed 2–3 times. DCs were washed extensively to remove free antibody or phage particles and co-cultured with CFSE-labeled OT-I CD8^+^ T cells for 72 h at a DC:T cell ratio of 1:1. After 3 days of co-culture, the CFSE intensity of OT-I T cells was evaluated on CD8^+^-gated cells by flow cytometry using anti-CD8 mAb and a BD FACSCanto II.

### Adoptive transfer and T-cell assays

CFSE-labeled OT-I CD8^+^ T cells (3.5 × 10^6^) were injected intravenously into C57BL/6 recipients. Twenty-four hours later, mice were immunized subcutaneously with fdOVA, fdOVA/sc-αDEC phage particles, NLDC:pOVA or NLDC:pOVA plus 50 μg cytosine-phosphate-guanosine oligodeoxynucleotides (CpG-ODN, InvivoGen, CA, USA) in 1× PBS, all containing the same dose (1.6 μg) of OVA_257-264_ peptide, or with 50 μg of soluble LPS-free ovalbumin protein (ENDOGRADE Ovalbumin, Hyglos GmbH, Germany). As a control, C57BL/6 mice were injected with vehicle alone. After 3 days, splenocytes were isolated and stained with anti-Vα2 and anti-CD8 mAbs. The CFSE fluorescence intensity of adoptively transferred OT-I cells was then evaluated by flow cytometry on CD8^+^Vα2^+^ cells as previously described (Sartorius *et al*, 2011).

IFN-γ-producing CD8^+^ T cells were evaluated by culturing 7 × 10^6^ spleen cells with OVA_257-264_ SIINFEKL peptide (10 mg/ml) for 5 h in the presence of 10 μg/ml brefeldin A (Sigma-Aldrich). Cells were then harvested, and IFN-γ production was evaluated by intracellular staining on gated CD8^+^ T cells using PE-conjugated anti-IFN-γ mAb and Leucoperm fixation and permeabilization kit (AbD Serotec, Oxford, UK).

### Analysis of *in vitro* cytokine production

To analyze IL-6, IL-18 and IFN-α production in the supernatants, DC cultures were derived from bone marrow of C57BL/6 mice and treated for 20 h with 100 μg/ml of the LPS-purified bacteriophage fd particles or anti-DEC-205 antibody NLDC145. As a positive control, supernatant was also collected from DC cultures treated with LPS (0.1 μg/ml, Sigma-Aldrich), Poly I:C (100 μg/ml) or 1 μM CpG-ODN. BMDC cells were also obtained from *MyD88*^*−/−*^, *Tlr4*^*−/−*^ or *Tlr9*^*−/−*^ mice and treated for 20 h with 100 μg/ml of the LPS-purified bacteriophage fd particles. As a positive control, supernatant was also collected from DC cultures treated with LPS or CpG-ODN. IL-6, IL-18 or IFN-α production was measured, according to the manufacturer's instructions, using commercially available ELISA kits: ELISAMAX IL-6 standard set (Biolegend, San Diego, CA), Mouse IL-18 ELISA kit (MBL, Nagoya Aichi, Japan) or VeriKine Mouse Interferon alpha ELISA kit (pbl interferon source, Piscataway, NJ), respectively.

### IL-6 expression analysis by quantitative RT–PCR

C57BL/6, *Tlr9*^*−/−*^ and *MyD88*^*−/−*^ mice were injected intraperitoneally with fdOVA, fdOVAsc-αDEC (100 μg/mouse) or, as a positive control, with LPS (100 μg/mouse) and sacrificed 2 h later. As a negative control, a PBS-injected mouse group was used.

Spleen cells were recovered from each mouse by cutting the spleen into small fragments and incubating with collagenase D type II (Roche Biomedical Laboratories, Burlington, NC) solution (2 mg/ml) for 30 min at 37°C. Digestion was stopped before collection of cell suspensions. The resulting material was then passed through a 70-μm cell strainer, and the recovered cells were subjected to dendritic cell enrichment using magnetic separation with mouse Pan DC microbeads and a MACS separator (Miltenyi Biotec), according to the manufacturer's instructions.

Total RNA was isolated using Tri Reagent (Sigma-Aldrich) according to the manufacturer's instructions. The integrity and quality of RNA were assessed by denaturing agarose gel electrophoresis and by Experion (Bio-Rad, Segrate (MI), Italy). RNA quantification was assessed by spectrophotometry (NanoDrop Technologies). For each sample, 500 ng of total RNA was reverse-transcribed into complementary DNA (cDNA) using the High-Capacity cDNA Reverse Transcription Kit (Life Technologies) according to the manufacturer's protocol. cDNAs were used as template for quantitative real-time polymerase chain reaction assays. The amplification reaction mix contained 1× iTaq™ Universal SYBR® Green Supermix (Bio-Rad), 300 nM of each primer and 50 ng of cDNA (RNA equivalent) as a template. PCR conditions were 95°C for 10 min followed by 40 cycles of 95°C × 30 s, 60°C × 30 s and 72°C × 30 s. Melting curves were generated after amplification. Data were collected using the CFX Connect™ Real-Time PCR Detection System (Bio-Rad); each reaction was performed in duplicate. The relative gene expression was calculated using the 2^−ΔΔCt^ method (Livak & Schmittgen, 2001), using as calibrator PBS-treated mice and β-actin as a housekeeping gene. Primers were designed using Oligo 4.0-s. Sequences of the primers are as follows: *Il6*-for 5′gcctattgaaaatttcctctgg3′; *Il6*-rev 5′ggaaattggggtaggaaggac3′; *Actb*-for 5′ttctttgcagctccttcgtt3′; *Actb*-rev 5′gcacatgccggagccgtt3′.

### OVA_257-264_-specific immune response using *ex vivo* isolated DCs

C57BL/6, *Tlr9*^*−/−*^ and *MyD88*^*−/−*^ mice were injected intraperitoneally with 50 μg of fdOVAsc-αDEC 18 h before sacrifice. Dendritic cells were isolated from the spleen of immunized mice as described above.

CD8^+^ OVA_257-264_-specific T cells were isolated from OT-I mice and labeled with 5 mM CFSE. A total of 100,000 CD8^+^ OT-I purified T cells were added to each well of 96-well flat-bottom plates containing 10,000 DCs isolated from wild-type or KO mice. Proliferation of OVA-specific T cells was determined by flow cytometry after culture at 37°C in 5% CO_2_ for 72 h. Cells were stained with anti-Vα2 mAb before acquisition on FacsCanto II (BD Biosciences). IFN-γ release was assessed by intracellular staining of purified OT-I CD8^+^ T cells co-cultured for 12 h in the presence of 10 μg/ml brefeldin A and 3,300 C57BL/6, *Myd88*^*−/−*^ or *Tlr9*^−/−^ splenic DCs isolated from mice treated as above. The percentage of IFN-γ-producing OT-I CD8^+^ T cells was evaluated on CD8^+^-gated cells by flow cytometry using an anti-IFN-γ mAb and Leucoperm fixation and permeabilization kit.

### RNA-Seq library production, sequencing and data analysis

Bone marrow-derived dendritic cells were plated in the presence of 100 μg/ml of the LPS-purified bacteriophage fd wild-type or fdsc-αDEC for 20 h. Total RNA was extracted as described above. RNA quality was assessed as described in Costa *et al*, 2011. Paired-end libraries (100 × 2 bp) were prepared using the TruSeq RNA Sample Preparation Kit (Illumina), following the manufacturer's instructions. Libraries were sequenced on the Illumina HiSeq2000 NGS platform at high coverage. A total of about 220 million paired-end reads were sequenced. The quality of sequenced reads was assessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). TopHat version 2.0.10 (Kim *et al*, 2013) was used to map the reads against the reference mouse genome (mm9) and the RefSeq mouse transcript annotation, with default parameters. RefSeq track was downloaded from Table Browser of UCSC (http://genome.ucsc.edu). Only uniquely mapped reads (about 95% of sequenced reads) were used for further analyses. Coverage files were produced using BEDTools. Visual inspection of reads and coverage files on UCSC Genome Browsers was used to assess the overall quality of the RNA-Seq experiment, and to inspect gene-specific features. Gene expression quantification was performed using Cufflinks (Trapnell *et al*, 2010). The high correlation score of the replicates (mean Pearson's coefficient *r* = 0.95) indicated the high reproducibility of the RNA-Seq experiment. 

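The coefficient depends on the scale on which FPKM are compared. Over the genes whose decimal point is known in both replicates, the mean of Pearson's r for fdWT and fdsc-αDEC was 0.9913 for log2(FPKM + 1), 0.9915 for FPKM without the log, and 0.9521 for log2 FPKM without a pseudocount, where genes at 0 are left out. Restricted to genes at 1 FPKM or above it was 0.9869, over 63 and 74 genes.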

Normalized gene expression values (FPKM) for each condition were used to identify differentially expressed genes using Cuffdiff and CummeRBund (Trapnell *et al*, 2012). Gene ontology and pathway analysis were performed using DAVID (Huang *et al*, 2009). The RNA-Sequencing data from this manuscript have been submitted to the Gene Expression Omnibus (G.E.O.) database (http://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier GSE60231.

### FITC and TRITC conjugation of bacteriophage particles and internalization assay

Fluorescein isothiocyanate conjugation to bacteriophage particles was performed using FITC isomer I (Sigma-Aldrich) as previously described (Sartorius *et al*, 2011). TRITC conjugation of bacteriophages was performed using TRITC from Thermo Fisher Scientific. Briefly, TRITC was added to purified bacteriophages at 6 mg/ml, and the solution was incubated for 2 h at room temperature in the dark. The excess of TRITC was removed by dialysis against 100 mM carbonate/bicarbonate buffer, pH 9.0. The number of fluors per phage was estimated from the UV absorption spectrum of purified and conjugated filamentous phage.

For the internalization assay, BMDCs (10^6^ cells per well) were incubated at 37°C with FITC-conjugated fdsc-αDEC, fdWT bacteriophage particles (100 μg/ml) or NLDC145 antibody. The cells were collected and analyzed by flow cytometry at various time intervals of incubation.

### Vector construction and production of recombinant lentiviral particles

The mouse TLR9-YFP sequence was a kind gift of Prof. Alexander Dalpke, University of Heidelberg, Germany.

The TLR9-YFP sequence was digested with NheI/XhoI and introduced into the same sites of the pTY2CMV-IRES-WPRE plasmid, kindly provided by Dr. A. Cara, ‘Istituto Superiore di Sanità’, Italy, to produce the pTY2-TLR9-YFP plasmid.

Recombinant lentiviral particles were produced as described in Negri *et al*, 2010. Briefly, HEK293T cells (ATCC CRL 1573) were transfected with pTY2-TLR9-YFP, the packaging plasmid pCMVdR8.2 and the vesicular stomatitis virus G glycoprotein (VSV-G) envelope-expressing pMD.G plasmid. The vector-containing supernatant was clarified and concentrated by ultracentrifugation (Beckman Coulter, Fullerton, CA) on a 20% sucrose gradient. Viral pellets were resuspended in 1 × PBS, and viral titer was evaluated by cytofluorimetric analysis of YFP expression after HK293 T-cell infection.

### Transduction with lentiviral vectors and Immunofluorescence

For lentiviral infection, bone marrow mononuclear cells were cultured at 50,000 cells/well in 24-well plates on glass coverslips in the presence of GM-CSF (200 U/ml) and infected with concentrated viral supernatant at MOI 5 at day 1. At day 7, the glass coverslips were collected and incubated with TRITC-conjugated phage particles for 6 h at 37°C. Cells were then washed three times in PBS, fixed in 4% paraformaldehyde (PFA) (Electron Microscopy Sciences, Hatfield, PA) for 10 min, washed three times in PBS and mounted on glass slides using Mowiol (Life Technologies). Nuclei were counterstained with Hoechst. For EEA-1 and LAMP-1 staining, BMDCs at day 7 were collected and seeded onto glass coverslips at 5 × 10^5^ cells/well in 24 well plates. At day 8, the glass coverslips were collected and incubated with TRITC-conjugated phage particles for 6 h at 37°C. Cells were then washed three times in PBS, fixed in 4% PFA for 10 min, permeabilized in 0.05% saponin (Sigma-Aldrich) and counterstained with anti-rat Alexa Fluor-488. Following labeling, coverslips were washed three times in PBS and mounted on glass slides.

### Confocal fluorescence microscopy, image processing and co-localization analysis

Immunofluorescence microscopy and quantitative image analysis were performed as described (Daniele *et al*, 2008; Vicinanza *et al*, 2011). Images were acquired on a Zeiss LSM 700 confocal laser scanning microscope, using a 65× oil-immersion objective and Zeiss’ ZEN imaging software.

The experiments were repeated twice, and representative images are shown. The level of co-localization (i.e., LAMP1-fdWT, LAMP1-fdsc-αDEC, TLR9-fdWT, TLR9-fdsc-αDEC) was calculated by acquiring confocal serial sections from about 30 cells, exported in TIFF format and processed as previously described (Daniele *et al*, 2008; Vicinanza *et al*, 2011).

**The paper explained**

**Problem**

A promising immunotherapeutic approach relies on the direct targeting of dendritic cells (DCs) by coupling antigens to antibodies able to recognize the DEC-205 receptor which is specifically expressed by DCs. However, it has been widely reported that this delivery is efficient only if associated with the administration of maturation stimuli for DCs, such as anti-CD40 or Poly I:C, and it is known that administration of these adjuvants may have side effects. In this context, we previously reported the induction of protective CD8^+^ T-cell responses by immunizing with filamentous bacteriophage fd particles displaying an anti-DEC-205 single-chain variable fragment (fdsc-αDEC) in the absence of adjuvants or maturation stimuli for dendritic cells.

**Results**

In this study, we provide evidence for the fdsc-αDEC mechanism of action by showing that antigen delivery by filamentous fd bacteriophage to dendritic cells via DEC-205 in the absence of adjuvants determines the up-regulation of several gene pathways involved in the immune response such as TLR genes, co-stimulatory genes and genes coding for pro-inflammatory cytokines. In addition, we observed that the production of these cytokines was MYD88 mediated and TLR9 dependent. Finally, we demonstrated that filamentous bacteriophages containing a single-strand DNA genome rich in CpG motifs are addressed to the late endosome compartments where they co-localize with TLR9 molecules, present in these compartments in their active form. We conclude that this interaction enhances the immunogenicity of the antigenic determinants displayed on the phage scaffold.

**Impact**

These findings make filamentous bacteriophage fd particles a valuable tool for immunization without administering exogenous adjuvants. Bacteriophage production is economically advantageous, and all available evidence indicates that administration of different strains of bacteriophages is harmless to humans. Thus, this study may be relevant concerning the possibility to use this system in humans.

### Statistical analysis

Results are expressed as the mean ± SD. All data were tested with the Kolmogorov–Smirnov test for normal distribution. The statistical significance of differences between experimental groups was calculated using the unpaired two-tailed Student's *t*-test with equal variance. All exact *P*-values are indicated in each figure. Differences were considered statistically significant when *P*-values were < 0.05.

# Supplementary material for: Antigen delivery by filamentous bacteriophage fd displaying an anti-DEC-205 single-chain variable fragment confers adjuvanticity by triggering a TLR9-mediated immune response
**Source:** EMBO Mol Med. 2015 Apr 17;7(7):973–88. doi: 10.15252/emmm.201404525
**Supplement:** Supplementary file 1

## Table of contents:

Supplementary Figure S1  
Supplementary Figure S2  
Supplementary Figure S3

Supplementary Figure S1

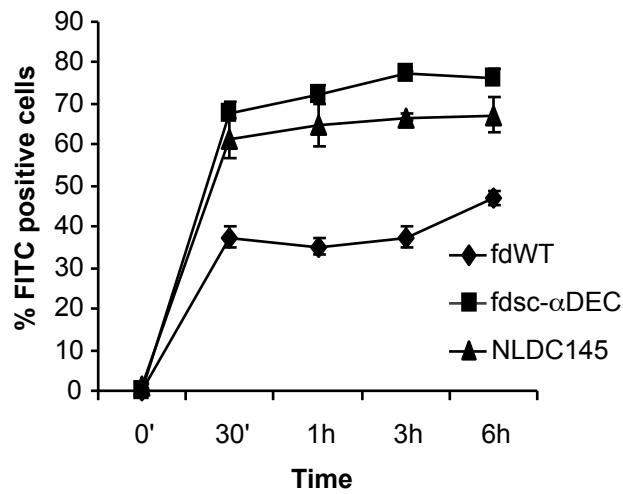

**Supplementary Figure S1. Time-course analysis of fdsc- $\alpha$ DEC internalization by DCs.** BMDCs were incubated with FITC-conjugated fd wild type (fdWT) or fdsc- $\alpha$ DEC bacteriophages or with FITC-anti-DEC-205 antibody (NLDC145) at 37°C for the indicated time. Cells were then stained for CD11c and analysed by flow cytometry. Percentage of FITC-positive CD11c<sup>+</sup> gated dendritic cells is reported. Average values of two experiments are displayed.

## Supplementary Figure S2

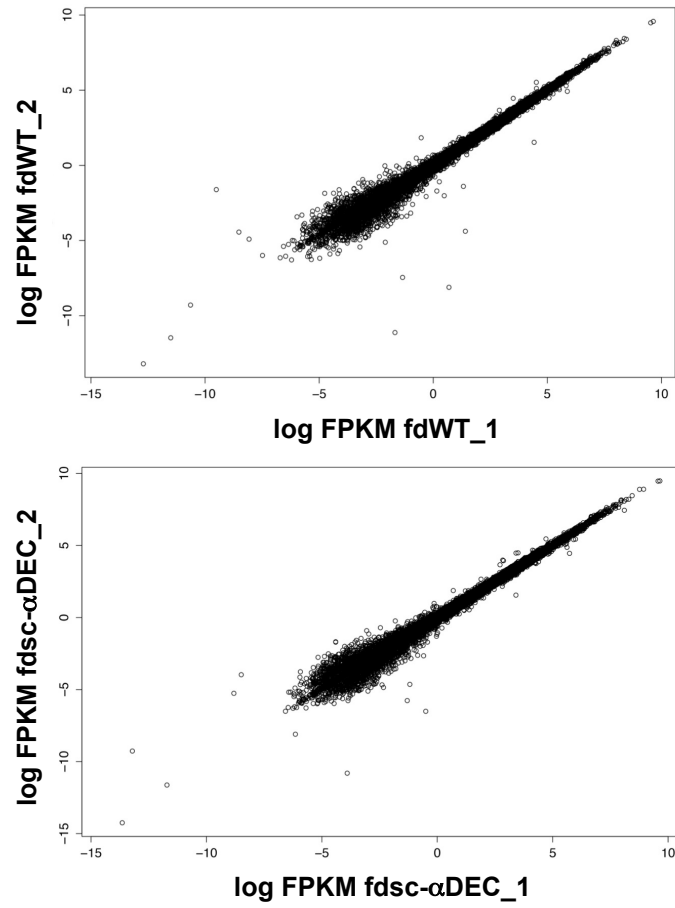

**Supplementary Figure S2. FPKM correlation between the technical replicates.** **A)** log FPKM (Fragments Per Kilobase of transcript and Million of mapped reads), for fd wild type (fdWT) replicates 1 and 2; **B)** log FPKM for fdsc- $\alpha$ DEC replicates 1 and 2.

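Supplementary Fig S2 sets the log FPKM of each gene in replicate 1 against that in replicate 2. In the deposited values, fold differences between replicates had a median of 1.09 for fdWT and 1.08 for fdsc-αDEC among the 10850 and 10866 genes at 1 FPKM or above in both, once the decimal points had been placed to bring the replicates as close as their digits allow. Within 2-fold lay 99.9% of these genes in either condition. For log2 FPKM without a pseudocount, over the genes whose decimal point is known, r was 0.9498 for fdWT and 0.9545 for fdsc-αDEC.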

### Supplementary Figure S3

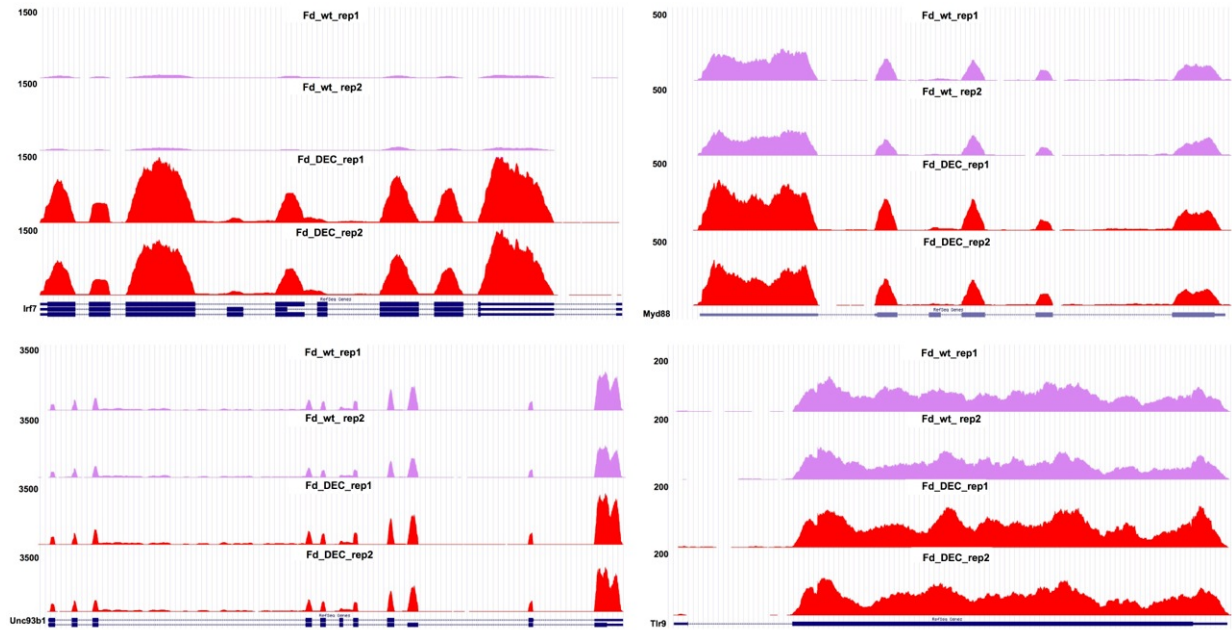

**Supplementary Figure S3. RNA-Seq data panel for *Irf7*, *MyD88*, *Unc93b1* and *Tlr9* genes.** Colored peaks indicate the reads' coverage across the RefSeq genes (indicated by the blue boxes). In particular, violet and red peaks refer to RNA-Seq coverage for *fd* wild type (*Fd\_wt*) and *fdsc- $\alpha$ DEC* (*Fd\_DEC*) replicates, respectively. Relative coverage values are indicated on the left of each panel.

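The coverage panels of Supplementary Fig S3 can be read beside the FPKM of the same 4 genes. On mm9, Irf7 lies on the minus strand of chromosome 7 from 148448605 to 148452380, Myd88 on the minus strand of chromosome 9 from 119245052 to 119250529, Unc93b1 on the plus strand of chromosome 19 from 3935186 to 3949340, and Tlr9 on the plus strand of chromosome 9 from 106124929 to 106129207. At the power of 10 of Fig 2D, the mean FPKM of fdsc-αDEC was higher than that of fdWT by 26.1-fold for Irf7, 1.81-fold for Myd88, 1.60-fold for Unc93b1 and 1.51-fold for Tlr9, where the directions for Myd88 and Tlr9 rest on that panel. All 4 differences were larger than the spread between replicates (adjusted p from 4.47e-04 for Irf7 to 0.0103 for Tlr9, limma, and from 0.00136 to 0.00453 with the replicate number as a block).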

# Supplementary material for: Antigen delivery by filamentous bacteriophage fd displaying an anti-DEC-205 single-chain variable fragment confers adjuvanticity by triggering a TLR9-mediated immune response
**Source:** EMBO Mol Med. 2015 Apr 17;7(7):973–88. doi: 10.15252/emmm.201404525
**Supplement:** Supplementary file 2

# Antigen delivery by filamentous bacteriophage fd displaying an anti-DEC-205 single-chain variable fragment confers adjuvant activity by triggering a TLR9-mediated immune response

Rossella Sartorius, Luciana D'Apice, Maria Trovato, Fausta Cuccaro, Valerio Costa, Maria Giovanna De Leo, Vincenzo Manuel Marzullo, Carmelo Biondo, Sabato D'Auria, Antonella De Matteis, Alfredo Ciccodicola and Piergiuseppe De Berardinis

## Review timeline:

|                            |                   |
|----------------------------|-------------------|
| Submission date:           | 08 August 2014    |
| Editorial Decision:        | 19 September 2014 |
| Appeal:                    | 23 September 2014 |
| Additional Correspondence: | 29 September 2014 |
| Revision received:         | 22 January 2015   |
| Editorial Decision:        | 10 March 2015     |
| Revision received:         | 19 March 2015     |
| Accepted:                  | 24 March 2015     |

## Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

1st Editorial Decision

19 September 2014

Thank you for the submission of your manuscript to EMBO Molecular Medicine. We have now heard back from the three Reviewers whom we asked to evaluate your manuscript.

We are very sorry that it has taken longer than usual to get back to you on your manuscript. In this case, also due to the holiday season, we experienced significant difficulties in securing three expert and willing Reviewers. Further to this the evaluations were delivered with some delay.

As you will see, while Reviewer 2 appears more supportive of your study, Reviewers 1 and 3 point to significant and fundamental issues that, I am afraid, preclude publication of the manuscript in EMBO Molecular Medicine. I will not discuss each point in detail as they are clearly stated.

In brief, the main concerns raised by Reviewers 1 and 3 are centred on the lack of a convincing in vivo proof of concept, which would be required to lend translational interest to the findings. Specifically, the two Reviewers note that further in vivo experimentation in MyD88 and TLR9 KO mice would be needed. Furthermore, it is essential to test whether scFv anti-human DEC-205 phages activate the different DC populations, which in turn would require the generation of a new bacteriophage.

Reviewer 2, while more supportive and in addition to other issues, challenges the safety premise presented in the manuscript and notes missing controls in the cytokine release experiments with phage-stimulated BMDCs. S/he also mentions that at this stage the manuscript would appear more suited to a specialist rather than a broad interest venue.

Given these fundamental concerns and the overall lack of enthusiasm by the Reviewers, I have no choice but to return the manuscript to you at this stage. In our assessment it is not realistic to expect to be able to address these issues experimentally and to the satisfaction of the Reviewers in a reasonable time frame. Especially considered that experimentation would have to include route of administration, toxicity and long-term evaluations.

I wish to add that, considered the potential interest of these findings, we would have no objection to consider a new manuscript on the same topic if at some time in the near future you have obtained data that would considerably strengthen the message of the study and address the Reviewers' concerns. Please consider, however, that if you were to send a new manuscript this would be treated as a new submission rather than a revision and would be reviewed anew.

I am sorry to have to disappoint you at this stage. I hope that the Reviewers' comments will be helpful in your continued work in this area.

\*\*\*\*\* Reviewer's comments \*\*\*\*\*

Referee #1 (Comments on Novelty/Model System):

As indicated in the comments to the authors, in vivo experiments in MyD88 ko and TLR9 ko mice need to be performed in order to verify the relevance of the identified mechanism in the immunogenicity.

Referee #1 (Remarks):

The manuscript by Sartorius et al. investigates the molecular mechanism responsible for DC maturation triggered by a recombinant filamentous bacteriophage displaying a scFv anti-DEC-205, described in a previous paper (Sartorius et al. EJI 2011). In the current manuscript the authors show that the DEC-205 targeting phages are delivered to the late endosome/lysosome compartment of BMDC, where TLR9 is engaged by the phage CpG rich DNA leading to DC maturation. Although this work identifies a possible mechanism responsible for the efficacy of DEC-205 targeting phage particles as immunizing system, in its current version the work does not show sufficient data when compared to previous publications and is not suitable for publication in EMBO Molecular Medicine. In particular no in-vivo experiments are presented to support the relevance of the described pathway for the immunogenicity of the scFv anti-DEC-205 displaying phages. Moreover, no experiments with human cells were performed to verify the importance of the identified mechanism in the activation of human DC populations for which expression of TLR9 is different compared to the mouse system. This is crucial for the application of the DEC-205 targeting phage as a delivery system for vaccination in humans, as the authors propose.

Points to be addressed:

- 1) The author should perform immunization experiments in MyD88ko and TLR9ko mice with the DEC-205 targeting as well as the WT phages, to demonstrate that the increased immunogenicity of anti-DEC-205 phages is dependent on the TLR9-MyD88 pathway;
- 2) The author should test the ability of scFv anti-human DEC-205 phages to activate the different human DC populations (in particular the CD141+ population and the pDC). This may of course require production of a new recombinant bacteriophage expressing a scFV recognizing the human DEC-205, but it is critical to generate data in support of the proposed application of this technology for human use;
- 3) Figure 1B, C and D: it is unexpected that the anti-DEC-205 conjugated OVA peptide does not activate OT-I cells as shown in a previous publication (Bonifaz et al., JEM 2004). How do the authors explain this result? Addition of an adjuvant, such as CpG, could help to test the immunogenicity of the conjugated peptide. Some controls are also missing in these experiments: immunization with the unconjugated peptide and with LPS free ovalbumin.
- 4) Figure 1 F and G: cytokine production induced by Poly I:C and CpG should be shown here;
- 5) Figure 3: BMDC from WT mice need to be tested in parallel to KO cells in the same experiment;
- 6) Figure 5C: image on the right (merge) seems identical to image in the middle (red fluorescence) not a merged image;
- 7) Page 4 lane 10: in the paper cited (Bonifaz et al., JEM 2004) immunogenicity of the anti-DEC205 conjugated OVA is increased by addition of anti-CD40, not by CpG or Poly I:C as indicated in the

text.

8) Page 4 lanes 22-23: "Phage administration has proven to be safe (Reardon, 2014)": this statement is misleading since no human test with this type of recombinant bacteriophages as a vaccine delivery system has been performed so far. The cited reference regards the use of phages to treat bacterial infections and is not appropriate here.

Referee #2 (Comments on Novelty/Model System):

The targeted bacteriophage antigen delivery system is innovative. In mice, the targetting appears effective at increasing immune responses. Until it is tested in humans, we do not know whether it will prove similarly immunogenic, and we do not know if it will be well tolerated and safe. Nevertheless, mouse experiments are a good early step.

Referee #2 (Remarks):

This manuscript describes comparisons between stimulation of mouse bone marrow-derived dendritic cells (BMDCs) by bacteriophage fd (in some cases bearing an ovalbumin-derived antigen) with and without targeting by a single chain variable fragment that binds the DC-specific antigen DEC-205. The experiments indicate that OVA antigen-bearing and DEC-205-targeted bacteriophage more efficiently stimulate anti-OVA specific T cells than their non-targeted equivalents when loaded into BMDCs. The targeted OVA-displaying bacteriophage are more efficient at eliciting CD8<sup>+</sup>, OVA-specific T cell proliferation and interferon gamma production when used as immunogens than non-targeted bacteriophage. Targeted fd phage are also more efficient at inducing IL-6, IL-18, and IFN-gamma from exposed DCs than their non-targeted equivalents.

The authors probe the cause of these differences by comparing the RNA expression profiles of exposed DCs and find that a number of pathways involved in innate immunity and cytokine production are differentially up-regulated by the targeted bacteriophage. Based on the pattern of up-regulation and the presence of a single-stranded, non-methylated DNA genome in the phage, the authors hypothesize that the TLR9 and MyD88 pathways may be involved in the stimulated cytokine release, and they confirm this hypothesis for IL6 and IFN-alpha release by stimulating DCs from MyD88 and TLR9 knock-out mice. Following up, they find that targeting of the bacteriophage with anti-DEC-205 increases their localization to DC late endosomal compartments and their co-localization in with TLR9, which appears to be upregulated in the DCs stimulated by the targeted phage.

The potential significance of the study relates to the use of ex-vivo DC stimulation for immunotherapy. Antigen targeting to DCs with anti-DEC 205 only stimulates the DCs if adjuvants are co-administered. Using targeted bacteriophage to deliver the antigens combines the adjuvant with the antigen. The authors suggest that there are safety advantages to this approach.

The findings of increased DC cell stimulation and immunogenicity with targeted bacteriophage are convincing. The transcriptome analysis correlates nicely with the phenotypic findings and is backed up by the findings in DCs from knock-out mice. The co-localization of the targeted phage with TLR9 implies an interaction (whether direct or indirect) may take place in late endosomes, and an adjuvant effect of the phage genome is indeed possible, though not proven. For these reasons, the manuscript could be of interest to readers with an interest in antigen delivery, immunotherapy, and mechanisms of adjuvant activity.

As detailed below, there are significant weaknesses in the writing of the manuscript. The safety concerns from the use of added adjuvants take the form of vague implications rather than data-based findings, and assertions of the known safety of bacteriophage therapy are exaggerated. As these proposed safety differences, which are not addressed experimentally in the manuscript, are provided as a chief justification for the study, this issue weakens the manuscript. The descriptions of key experiments in the Results section contain too little information to follow (although the Materials and Methods are better written). There are problems in figure labeling, and the manuscript needs extensive editing for English. The experiments with DCs from knock-out mice appear to be missing a well-matched control from non-knock-out mice.

The length of the manuscript is appropriate for the amount of data.

Major specific comments.

1. The title and other parts of the manuscript state that the display of the antigen of interest in bacteriophage bypasses the need for adjuvants. One common definition of an adjuvant is "a substance that enhances the body's immune response to an antigen." In this sense, the targeted phage particle does not bypass the need for an adjuvant. Rather, the targeted phage particle is itself an adjuvant, combined with an antigen. Do the authors see an advantage of combining an antigen and adjuvant over adding an adjuvant to an antigen?

2. The manuscript should be edited by a fluent English speaker.

3. In the Results section corresponding to Fig. 1, Suppl. Fig. S1, and Suppl. Fig. S2, the experiments are not described clearly enough to understand what has been done. It was necessary to flip back and forth between Results, Materials and Methods, and Figure legends repeatedly in an attempt to deduce the basic outline of the experiments that generated the results. Although there should not be extensive repetition of the Material and Methods and Figure Legend in the Results section, the Results section should contain enough information to follow the experimental logic. For example, it should be clearly stated whether the particles in each experiment contain the OVA peptide, whether the antigens are being used to immunize animals or stimulate cells in culture, and the origin of cells that are analyzed in vitro.

4. Introduction. A statement is made that "Phage administration has proven to be safe..." Impact section. A statement is made that "all available evidences indicate that their administration is entirely harmless to humans." These are overly broad, blanket statements that go beyond levels of certainty that can be provided even for medications that have been studied in very large subject populations. All medical interventions have some risk, and our knowledge of the level of risk depends on the level of safety testing or monitoring that has been done. A more defensible statement should be substituted, one that gives some sense of how many subjects have been observed for adverse events, with what control groups, and with what resulting adverse event profile.

5. Description of the Suppl. Fig. S1 experiment given in the Results section notes rapid internalization of the targeted bacteriophage. However, the data show no difference in the speed of internalization of the various preparations. It is the peak level of internalization that is seen to vary with formulation, not the speed of internalization.

6. Fig. 3 shows the release of IL-6 or IFN-alpha from BMDCs of various knock-out mice upon stimulation with targeted or non-targeted bacteriophage. The Figure contains no control testing BMDCs from mice without a gene knock-out. The text in the Results section refers to Fig. 1e as a comparator. Was the experiment depicted in Fig. 1e conducted as a control for the experiments depicted in Fig. 3, with the only difference being the use of mice without the gene knock-outs in the control? If so, the data should be shown in Fig. 3, rather than in Fig 1, which appears to include panels depicting a disparate set of experiments. If not, the experiments in Fig. 3 lack a key control.

7. Based on the inhibition of the TLR9 signaling pathway and the co-localization of the TLR9 and the targeted particles in late endosomes of BMDCs, the authors hypothesize (p. 11 and Abstract) that the targeted particle interacts with TLR9. It should be pointed out that the paper does not provide biochemical evidence indicating a direct interaction between the targeted particles and TLR9. The inferred interaction could be indirect.

8. The Paper Explained section, p. 20. The authors write that alternatives to co-stimulation of DCs with anti-CD40 or poly I:C are needed for DC-targeted immunotherapy because "it is known that administration of these adjuvants may have far reaching consequences." This is a vague but alarming statement, implying but not explicitly stating a safety concern. What are the far reaching consequences that the use of these adjuvants for immunotherapy "is known" to have, and what is the evidence upon which this conclusion is based?

Minor specific comments

1. "Vehiculated" is not standard terminology. Please define. Would "targetted by" or "delivered by" be reasonable substitutes?
2. Introduction. States that DEC-205 lacks the "consensus amino acid sequences required for calcium or carbohydrate binding." This immediately raises the question, does DEC-25 bind calcium or carbohydrates? The description that it is a C-type lectin receptor implies that it does bind carbohydrates, but this is ambiguous. If it does bind calcium and carbohydrates, then the consensus amino acid sequences must not be required for binding. This confusing description should be clarified.
3. Suppl. Fig. S2. The x-axis needs a label. Perhaps the x and y axes have the same units, each corresponding to a separate replicate experiment so that correlation is shown.
4. Fig. 2. Define "MA" in "MA plot" for Fig. 2a. In multiple panels, symbols and text are too small to read.
5. In Fig. 2c, the color key x-axis is labeled as "value." This is vague - what value is being depicted?
6. One of the pathways that are shown as up-regulated in Fig. 2b is the "systemic lupus erythematosus" pathway. What is meant by this? Some discussion is merited to address the immediate questions that come to mind regarding any potential safety implications of the finding.
7. To what level was LPS eliminated during the preparation of the bacteriophage particles?

Referee #3 (Remarks):

In this paper, the authors investigated the molecular and cellular mechanisms that occurs when filamentous bacteriophages (fd) are used to deliver antigenic determinants to dendritic cells in vitro and in vivo. To this aim, they have used fd particles displaying the anti-DEC-205 scFv fragment to target these particles to DEC205-expressing DCs. In a first set of experiments, the authors compared the ability of fdOVA-DEC and fdOVA particles to induce the proliferation of OVA-specific OTI TCR transgenic T cells in vitro and in vivo. Results convincingly showed that fdOVA/sc-DEC were more efficient than fdOVA to induce OTI proliferation and their differentiation into cytokine-secreting cells. Further experiments, including whole transcriptomic analysis of fd-treated BMDC, showed that targeting fd particles to DEC205 resulted in DC activation, and more specifically in the production of inflammatory cytokines. In further experiments, the authors used both genetic and imaging tools to convincingly show that TLR-9 played a critical role in the sensing of DEC205-targeted fd by DCs.

Major comment:

While BMDCs have been widely used to investigate the mechanisms by which DCs are activated, the DCs that are targeted by fdOVA-DEC in vivo could behave quite differently from BMDC treated with fdOVA-DEC in vitro. To address this issue, the authors could possibly inject C57BL/6 or TLR-9-KO mice with fdOVA-DEC, sort DCs by FACS or using magnetic beads, and monitor the expression of inflammatory cytokines by quantitative PCR.

Appeal

23 September 2014

Thank you for sending the decision letter. I understand your effort in obtaining reviews and of course accept the apologies about the delay. I found many of the criticisms raised by reviewer 2 and 3 helpful to improve the manuscript and I am willing to follow them and perform in vivo experiments in the mouse system, in order to make a better paper.

In contrast, let me say that I found excessive the request by ref 1 (I do not see a similar request in the criticisms raised by ref 3) to consider the experiments on the human system as a prerequisite for publication on your journal. EMBO Mol Med publishes many papers based exclusively on mice models and I have enquired before application on this issue. I agree that the work on human cells

would be informative and interesting. However, it would be another work that needs the engineering of new constructs, a considerable amount of time to be performed and overall, needs to be financed through a specific application once the proofs of concept are provided such as published papers on the mouse system.

I consider that as also suggested by referees 2 and 3 the validation of our system *in vivo* in mouse should provide strong evidences for publication of our results, and I believe as stated by ref 2 that "the manuscript could be of interest to readers with an interest in antigen delivery, immunotherapy, and mechanisms of adjuvant activity". Indeed, I thought after the pre-submission enquiry that this was also an interest for the readers of EMBO Mol Med.

For this reason, and taking into account your consideration on the potential interest of our findings and that you would have no objection to consider a new manuscript on the same topic, I am asking your advice on the possibility to submit again (as a new submission) this manuscript to your journal once we will be able to perform *in vivo* in mice the experiments suggested by rev 2 and 3.

---

Additional Correspondence

29 September 2014

Thank you for your letter regarding our recent decision on your manuscript entitled "Antigen delivery by filamentous bacteriophage fd displaying anti-DEC-205 single-chain variable fragment bypasses the need of adjuvants by triggering TLR9 in late endosomes" and your continued interest in publishing your work EMBO Molecular Medicine.

I do understand your request to reconsider our initial decision and I thank you for highlighting the key aspects of the manuscript. However, please note that in our initial assessment, we had already considered the points you raise. Nevertheless, we have now re-discussed your manuscript without prejudice, including with an external advisor.

Please allow me to first clarify a few issues arising from your rebuttal. Clinical relevance and/or translational potential are of fundamental importance for EMBO Molecular Medicine. Specific circumstances, settings, prior knowledge and other factors may dictate however, and based on the Reviewers' expert opinion, that experimentation on human based systems may be required; in other cases a *Drosophila*-based model may be sufficient because there is no acceptable mammalian equivalent. Obviously each manuscript has its own merits and cannot be evaluated in a comparative fashion. The second issue is that an expression of interest after a pre-submission enquiry cannot of course be binding. In this case, and as you state, I actually confirmed our interest in my decision letter.

That said, and after discussion with the external advisor, if you address all the other concerns expressed by the Reviewers, including obtaining mechanistic proof of principle by *in vivo* experimentation with Myd88 and TLR9 KO mice, we would be happy to reconsider a revised manuscript, without the specific requirement to perform further experimentation on human cells.

Please let me know if you wish to move forward with your manuscript as suggested above.

I look forward to seeing a revised form of your manuscript.

---

1st Revision - authors' response

22 January 2015

Authors' Point-by-Point Reply to Reviewer Comments:

Referee #1

1) The author should perform immunization experiments in MyD88ko and TLR9ko mice with the DEC-205 targeting as well as the WT phages, to demonstrate that the increased immunogenicity of anti-DEC-205 phages is dependent on the TLR9-MyD88 pathway;

*These experiments have been performed and are reported in figure 3. They are described in results (page 8 of the revised text).*

2) The author should test the ability of scFv anti-human DEC-205 phages to activate the different human DC populations (in particular the CD141<sup>+</sup> population and the pDC). This may of course require production of a new recombinant bacteriophage expressing a scFV recognizing the human DEC-205, but it is critical to generate data in support of the proposed application of this technology for human use;

*This issue is of undoubted interest and as stated by the referee, would require the production of a new recombinant bacteriophage. We hope to address it in a future work.*

3) Figure 1B, C and D: it is unexpected that the anti-DEC-205 conjugated OVA peptide does not activate OT-I cells as shown in a previous publication (Bonifaz et al., JEM 2004). How do the authors explain this result?

*Indeed a significant proliferative activity using NLDC:pOVA (anti-DEC205 mAb conjugated to OVA peptide) was observed in the adoptive transfer experiment (Figure 1B,  $p=0.039$  vs control), while no IFN- $\gamma$  production was observed (Figure 1 C). These results are in agreement with the data previously reported by Bonifaz et al (JEM, 2004).*

*With data reported in Figure 1, we would like to emphasize that, in an experimental setting characterized by the absence of exogenously added adjuvants, the proliferative activity induced by NLDC:pOVA is inferior to the proliferative activity induced by fd bacteriophage DEC-205-targeted particles displaying the OVA peptide.*

Addition of an adjuvant, such as CpG, could help to test the immunogenicity of the conjugated peptide.

*It has been previously described that addition of exogenous adjuvants as CpG increases the immunogenicity of antigens delivered by anti-DEC-205 mAb. In this manuscript we focused our attention on the use of the fd carrier as being able to confer a strong immunogenicity to the displayed antigenic determinants without the addition of exogenous adjuvant.*

Some controls are also missing in these experiments: immunization with the unconjugated peptide and with LPS free ovalbumin.

*We now report in Figure 1 the response to LPS free Ovalbumin (50 mg/ml), as a control of OT-I proliferative capability and specificity. In this context, we reckoned that the use of unconjugated synthetic peptide as control was redundant and we did not use it.*

4) Figure 1 F and G: cytokine production induced by Poly I:C and CpG should be shown here  
*In this figure we now report in all panels the use of LPS as a positive control. We consider redundant to report the use of Poly I:C as positive control. Concerning CpG, we report it as control in figure 3 (where response to MyD88<sup>-/-</sup> and TLR9<sup>-/-</sup> BMDCs in comparison to wild type BMDCs is illustrated).*

5) Figure 3: BMDC from WT mice need to be tested in parallel to KO cells in the same experiment;

*We have modified figure 3 according to Referee's suggestion.*

6) Figure 5C: image on the right (merge) seems identical to image in the middle (red fluorescence) not a merged image;

*This figure has been already amended in the previous submission.*

7) Page 4 lane 10: in the paper cited (Bonifaz et al., JEM 2004) immunogenicity of the anti-DEC205 conjugated OVA is increased by addition of anti-CD40, not by CpG or Poly I:C as indicated in the text.

*We agree with the Referee that we did only provided the reference concerning the use of anti-CD40. We now provide the missing references concerning the use of Poly I:C or CpG to induce the immunogenicity of antigen conjugated to anti-DEC-205 mAb.*

8) Page 4 lines 22-23: "Phage administration has proven to be safe (Reardon, 2014)": this statement is misleading since no human test with this type of recombinant bacteriophages as a vaccine delivery system has been performed so far. The cited reference regards the use of phages to treat bacterial infections and is not appropriate here.

*The statement has been modified as follows:*

*Bacteriophages only infect and multiply with their specific host and currently the therapeutic use of bacteriophages is back on the agenda as bacterial resistance to antibiotics becomes widespread (Reardon, 2014). It should be mentioned that the use of the bacteriophage  $\Phi$ X174 to assess specific antibody responses in patients with immunodeficiencies has been reported for many years, and is considered a safe, well-tolerated and clinically useful method (Smith et al, 2014). In theory, the administration of filamentous bacteriophage fd in humans should be also considered safe, even if no human tests with this type of recombinant bacteriophage as a delivery system have been performed so far.*

Referee #2

Major specific comments.

1. The title and other parts of the manuscript state that the display of the antigen of interest in bacteriophage bypasses the need for adjuvants. One common definition of an adjuvant is "a substance that enhances the body's immune response to an antigen." In this sense, the targeted phage particle does not bypass the need for an adjuvant. Rather, the targeted phage particle is itself an adjuvant, combined with an antigen.

*According to referee criticism we changed the title as follows:*

*"Antigen delivery by filamentous bacteriophage fd displaying an anti-DEC-205 single-chain variable fragment confers adjuvant activity by triggering a TLR9-mediated immune response".*

Do the authors see an advantage of combining an antigen and adjuvant over adding an adjuvant to an antigen?

*We have not performed this experiment. It is generally thought that avoiding the requirement for adjuvants would be an advantage in clinical application and we reckon that use of carriers with adjuvant property and thus not requiring administration of other exogenous adjuvants may also represent an advantage.*

2. The manuscript should be edited by a fluent English speaker.

*The revised manuscript has been now edited by a native English speaker.*

3. In the Results section corresponding to Fig. 1, Suppl. Fig. S1, and Suppl. Fig. S2, the experiments are not described clearly enough to understand what has been done. It was necessary to flip back and forth between Results, Materials and Methods, and Figure legends repeatedly in an attempt to deduce the basic outline of the experiments that generated the results. Although there should not be extensive repetition of the Material and Methods and Figure Legend in the Results section, the Results section should contain enough information to follow the experimental logic. For example, it should be clearly stated whether the particles in each experiment contain the OVA peptide, whether the antigens are being used to immunize animals or stimulate cells in culture, and the origin of cells that are analyzed in vitro.

*According to referee suggestion we rewrote these sections hoping to have made them more clear.*

4. Introduction. A statement is made that "Phage administration has proven to be safe..." Impact section. A statement is made that "all available evidences indicate that their administration is entirely harmless to humans." These are overly broad, blanket statements that go beyond levels of certainty that can be provided even for medications that have been studied in very large subject populations. All medical interventions have some risk, and our knowledge of the level of risk depends on the level of safety testing or monitoring that has been done. A more defensible statement

should be substituted, one that gives some sense of how many subjects have been observed for adverse events, with what control groups, and with what resulting adverse event profile.

*These statements have been modified either in the Introduction or in the Impact section.*

5. Description of the Suppl. Fig. S1 experiment given in the Results section notes rapid internalization of the targeted bacteriophage. However, the data show no difference in the speed of internalization of the various preparations. It is the peak level of internalization that is seen to vary with formulation, not the speed of internalization.

*We agree with this criticism and amended the description of suppl figure S1 ( pages 5-6 of the text).*

6. Fig. 3 shows the release of IL-6 or IFN-alpha from BMDCs of various knock-out mice upon stimulation with targeted or non-targeted bacteriophage. The Figure contains no control testing BMDCs from mice without a gene knock-out. The text in the Results section refers to Fig. 1e as a comparator. Was the experiment depicted in Fig. 1e conducted as a control for the experiments depicted in Fig. 3, with the only difference being the use of mice without the gene knock-outs in the control? If so, the data should be shown in Fig. 3, rather than in Fig 1, which appears to include panels depicting a disparate set of experiments. If not, the experiments in Fig. 3 lack a key control.

*According to these suggestion we amended figure 3 and inserted the control testing BMDCs from mice without a gene knock-out.*

7. Based on the inhibition of the TLR9 signaling pathway and the co-localization of the TLR9 and the targeted particles in late endosomes of BMDCs, the authors hypothesize (p. 11 and Abstract) that the targeted particle interacts with TLR9. It should be pointed out that the paper does not provide biochemical evidence indicating a direct interaction between the targeted particles and TLR9. The inferred interaction could be indirect.

*We agree with this criticism and now we point out it in the text (page 9) as follows:*

*" These data of co-localization indirectly suggest that phage particles, containing a single strand DNA genome rich in CpG motifs, when delivered via DEC-205, are able to intercept and trigger the active TLR9 innate immune receptor into the late endolysosomal compartments, and thus to enhance the immunogenicity of the displayed antigenic determinants."*

8. The Paper Explained section, p. 20. The authors write that alternatives to co-stimulation of DCs with anti-CD40 or poly I:C are needed for DC-targeted immunotherapy because "it is known that administration of these adjuvants may have far reaching consequences." This is a vague but alarming statement, implying but not explicitly stating a safety concern. What are the far reaching consequences that the use of these adjuvants for immunotherapy "is known" to have, and what is the evidence upon which this conclusion is based?

*We changed the sentence and provided the references concerning the side effects caused by administration in humans of Poly I:C or anti-CD40. In particular, intravenous injections of Poly I:C have been associate with intolerable effects at the doses found to be effective in mice (Cornell et al 1976; Levine et al 1978). Similarly, repeated intravenous injections of agonistic CD40 antibody have been reported to cause splenomegaly (Cairing et al 2005).*

Minor specific comments

1. "Vehiculated" is not standard terminology. Please define. Would "targetted by" or "delivered by" be reasonable substitutes?

*We changed the terminology.*

2. Introduction. States that DEC-205 lacks the "consensus amino acid sequences required for calcium or carbohydrate binding." This immediately raises the question, does DEC-25 bind calcium or carbohydrates? The description that it is a C-type lectin receptor implies that it does bind carbohydrates, but this is ambiguous. If it does bind calcium and carbohydrates, then the consensus amino acid sequences must not be required for binding. This confusing description should be

clarified.

*It is not yet known which carbohydrate is recognized by DEC-205. Thus the question is open. We tried to clarify better this concept in the introduction.*

3. Suppl. Fig. S2. The x-axis needs a label. Perhaps the x and y axes have the same units, each corresponding to a separate replicate experiment so that correlation is shown.

*We added the label, and as you have remarked x and y have the same units each corresponding to a separate replicate experiment.*

4. Fig. 2. Define "MA" in "MA plot" for Fig. 2a. In multiple panels, symbols and text are too small to read.

*"MA" has been defined and larger characters are now used.*

5. In Fig. 2c, the color key x-axis is labeled as "value." This is vague - what value is being depicted?

*The value "FPKM" has been specified and labeled.*

6. One of the pathways that are shown as up-regulated in Fig. 2b is the "systemic lupus erythematosus" pathway. What is meant by this? Some discussion is merited to address the immediate questions that come to mind regarding any potential safety implications of the finding.

*We have reported the most enriched biological pathways identified from KEGG database. The lupus pathway contains genes related to inflammation such as genes of costimulus and cytokines which are also present in other pathways.*

7. To what level was LPS eliminated during the preparation of the bacteriophage particles?

*This has been now reported in methods (page 14)*

Referee #3 (Remarks):

Major comment:

While BMDCs have been widely used to investigate the mechanisms by which DCs are activated, the DCs that are targeted by fdOVA-DEC in vivo could behave quite differently from BMDC treated with fdOVA-DEC in vitro. To address this issue, the authors could possibly inject C57BL/6 or TLR-9-KO mice with fdOVA-DEC, sort DCs by FACS or using magnetic beads, and monitor the expression of inflammatory cytokines by quantitative PCR.

*We are grateful to Referee # 3 for suggesting this important experiment that we have performed. The results are reported at page 8 and in figure 3. We demonstrate that DCs sorted from the spleen of MyD88<sup>-/-</sup> and TLR9<sup>-/-</sup> mice injected with fdOVA-DEC behave as MyD88<sup>-/-</sup> and TLR9<sup>-/-</sup> BMDCs treated in vitro with fdOVA-DEC.*

2nd Editorial Decision

10 March 2015

Thank you for the submission of your revised manuscript to EMBO Molecular Medicine. We have now received the enclosed reports from the referees that were asked to re-assess it. As you will see the reviewers are now globally supportive, with some pending issues,

Reviewer 1 has a few remaining concerns, Specifically s/he is not satisfied with your reply concerning his/her question regarding that fact that the anti-DEC-205 conjugated OVA peptide does not activate OT-I cells, at variance with previous publication. Please discuss as requested.

The Reviewer also disagrees with your reply on his/her request to add CpG to help test the immunogenicity of the conjugated peptide. In this case should you have data in this respect, I would

strongly encourage you to include it in the manuscript. In alternative, please provide a reply and introduce appropriate cautionary statements in the manuscript.

Finally, Reviewer 1 maintains that OVA unconjugated peptide is an appropriate and non-redundant control. As above, should you have data, it would be best to include it in the manuscript, but I would be prepared to accept the introduction of appropriate cautionary statements in the manuscript.

Please also provide a full rebuttal to the Reviewer's comments as a separate file.

Considering the likely event that your manuscript will be accepted, I would suggest that you also deal with the following editorial requests at this stage:

1) We are now encouraging the publication of source data, particularly for electrophoretic gels and blots, with the aim of making primary data more accessible and transparent to the reader. Would you be willing to provide a PDF file per figure that contains the original, uncropped and unprocessed scans of all or at least the key gels used in the manuscript? The PDF files should be labeled with the appropriate figure/panel number, and should have molecular weight markers; further annotation may be useful but is not essential. The PDF files will be published online with the article as supplementary "Source Data" files. If you have any questions regarding this just contact me.

2) Every published paper now includes a 'Synopsis' to further enhance discoverability. Synopses are displayed on the journal webpage and are freely accessible to all readers. They include a short standfirst as well as 2-5 one-sentence bullet points that summarise the paper. Please provide the synopsis including the short list of bullet points that summarise the key NEW findings. The bullet points should be designed to be complementary to the abstract - i.e. not repeat the same text. We encourage inclusion of key acronyms and quantitative information. Please use the passive voice. Please attach this information in a separate file or send them by email, we will incorporate it accordingly.

3) Could you please provide a higher resolution version of panel E in Figure 2?

Please submit your revised manuscript within two weeks.

I look forward to seeing a revised form of your manuscript as soon as possible.

\*\*\*\*\* Reviewer's comments \*\*\*\*\*

Referee #1 (Remarks):

1) The author should perform immunization experiments in MyD88ko and TLR9ko mice with the DEC-205 targeting as well as the WT phages, to demonstrate that the increased immunogenicity of anti-DEC-205 phages is dependent on the TLR9-MyD88 pathway;

Author's response: These experiments have been performed and are reported in figure 3. They are described in results (page 8 of the revised text).

Referee comment: satisfied with the authors' response

2) The author should test the ability of scFv anti-human DEC-205 phages to activate the different human DC populations (in particular the CD141+ population and the pDC). This may of course require production of a new recombinant bacteriophage expressing a scFV recognizing the humanDEC-205, but it is critical to generate data in support of the proposed application of this technology for human use;

Author's response: This issue is of undoubted interest and as stated by the referee, would require the production of a new recombinant bacteriophage. We hope to address it in a future work.

Referee comment: satisfied with the authors' response

3) Figure 1B, C and D: it is unexpected that the anti-DEC-205 conjugated OVA peptide does not

activate OT-I cells as shown in a previous publication (Bonifaz et al., JEM 2004). How do the authors explain this result?

Author's response: Indeed a significant proliferative activity using NLDC:pOVA (anti-DEC205 mAb conjugated to OVA peptide) was observed in the adoptive transfer experiment (Figure 1B,  $p=0.039$  vs control), while no IFN- $\gamma$  production was observed (Figure 1 C). These results are in agreement with the data previously reported by Bonifaz et al (JEM, 2004). With data reported in Figure 1, we would like to emphasize that, in an experimental setting characterized by the absence of exogenously added adjuvants, the proliferative activity induced by NLDC:pOVA is inferior to the proliferative activity induced by fd bacteriophage DEC-205-targeted particles displaying the OVA peptide.

Referee comment: This referee disagrees with the authors' interpretation of the results in Figure 1B. The proliferation of OT-I cells induced by anti-DEC-205 conjugated OVA peptide (corresponding to 1,6  $\mu$ g of peptide) (around 15%) is not dramatic and the statistical significance should not be calculated compared to the PBS control but to an Isotype control antibody conjugated with OVA peptide or at least to the unconjugated OVA peptide, all controls missing in this experiment. This proliferation is basically identical to that induced by the LPS free Ovalbumin used as control and that is supposed to induce a limited proliferation compared to the processed peptide. In the cited reference (Bonifaz et al., JEM 2004) anti-DEC-205 conjugated to OVA protein (50 ng which is roughly 1/1500 molar equivalent of the OVA peptide used in the current manuscript) is able to induce proliferation in 100% of the adoptively transferred OT-I cells. This is a big difference compared to what the authors observe in their experimental setting that cannot be ignored since it could indicate that the anti-DEC-205 conjugated OVA peptide used in this manuscript is of poor quality and therefore not immunogenic. The author should discuss these discrepancies.

Addition of an adjuvant, such as CpG, could help to test the immunogenicity of the conjugated peptide.

Author's response: It has been previously described that addition of exogenous adjuvants as CpG increases the immunogenicity of antigens delivered by anti-DEC-205 mAb. In this manuscript we focused our attention on the use of the fd carrier as being able to confer a strong immunogenicity to the displayed antigenic determinants without the addition of exogenous adjuvant.

Referee comment: The referee understand that anti-DEC-205 conjugated OVA peptide is not the focus of this manuscript, but the addition of this control would help to understand if this reagent is immunogenic and can be considered an appropriate control in this experimental setting. Otherwise, addition of anti-DEC-205 conjugated OVA peptide cannot be used to interpret the results with the anti-DEC-205 phages.

Some controls are also missing in these experiments: immunization with the unconjugated peptide and with LPS free ovalbumin.

Author's response: We now report in Figure 1 the response to LPS free Ovalbumin (50  $\mu$ g/ml), as a control of OT-I proliferative capability and specificity. In this context, we reckoned that the use of unconjugated synthetic peptide as control was redundant and we did not use it.

Referee comment: See comments above. OVA unconjugated peptide is the appropriate control which is therefore not redundant.

4) Figure 1 F and G: cytokine production induced by Poly I:C and CpG should be shown here

Author's response: In this figure we now report in all panels the use of LPS as a positive control. We consider redundant to report the use of Poly I:C as positive control. Concerning CpG, we report it as control in figure 3 (where response to MyD88 $^{-/-}$  and TLR9 $^{-/-}$  BMDCs in comparison to wild type BMDCs is illustrated).

Referee comment: The most appropriate positive control for IFN- $\alpha$  production by DC are either Poly I:C or CpG: it could help to compare the amount of this cytokine produced by anti-DEC-205 phages to that induced by TLR3 or TLR9 engagement in this experimental setting. However, LPS can be a surrogate positive control.

5) Figure 3: BMDC from WT mice need to be tested in parallel to KO cells in the same experiment;

Author's response: We have modified figure 3 according to Referee's suggestion.

Referee comment: satisfied with the authors' response

6) Figure 5C: image on the right (merge) seems identical to image in the middle (red fluorescence) not a merged image;

Author's response: This figure has been already amended in the previous submission.

Referee comment: satisfied with the authors' response

7) Page 4 lane 10: in the paper cited (Bonifaz et al., JEM 2004) immunogenicity of the anti-DEC205 conjugated OVA is increased by addition of anti-CD40, not by CpG or Poly I:C as indicated in the text.

Author's response: We agree with the Referee that we did only provided the reference concerning the use of anti-CD40. We now provide the missing references concerning the use of Poly I:C or CpG to induce the immunogenicity of antigen conjugated to anti-DEC-205 mAb.

Referee comment: satisfied with the authors' response

8) Page 4 lanes 22-23: "Phage administration has proven to be safe (Reardon, 2014)": this statement is misleading since no human test with this type of recombinant bacteriophages as a vaccine delivery system has been performed so far. The cited reference regards the use of phages to treat bacterial infections and is not appropriate here.

Author's response: The statement has been modified as follows:

Bacteriophages only infect and multiply with their specific host and currently the therapeutic use of bacteriophages is back on the agenda as bacterial resistance to antibiotics becomes widespread (Reardon, 2014). It should be mentioned that the use of the bacteriophage  $\phi$ X174 to assess specific antibody responses in patients with immunodeficiencies has been reported for many years, and is considered a safe, well-tolerated and clinically useful method (Smith et al, 2014). In theory, the administration of filamentous bacteriophage fd in humans should be also considered safe, even if no human tests with this type of recombinant bacteriophage as a delivery system have been performed so far.

Referee comment: satisfied with the authors' response

Referee #2 (Comments on Novelty/Model System):

The targeted bacteriophage antigen delivery system is innovative. In mice, the targetting appears effective at increasing immune responses. Until it is tested in humans, we do not know whether it will prove similarly immunogenic, and we do not know if it will be well tolerated and safe. Nevertheless, mouse experiments are a good early step.

Referee #2 (Remarks):

This revised manuscript adequately addresses the issues that I raised in my review of the original manuscript.

Referee #3 (Comments on Novelty/Model System):

The authors have addressed most of the issues raised by the reviewers, including mine. Therefore, I suggest that this paper should be published.

2nd Revision - authors' response

19 March 2015

Authors' Point-by-Point Reply to Reviewer Criticisms:

Referee #1

1) Addition of an adjuvant, such as CpG, could help to test the immunogenicity of the conjugated peptide.

Author's response: It has been previously described that addition of exogenous adjuvants as CpG increases the immunogenicity of antigens delivered by anti-DEC-205 mAb. In this manuscript we focused our attention on the use of the fd carrier as being able to confer a strong immunogenicity to the displayed antigenic determinants without the addition of exogenous adjuvant.

Referee comment: The referee understand that anti-DEC-205 conjugated OVA peptide is not the focus of this manuscript, but the addition of this control would help to understand if this reagent is immunogenic and can be considered an appropriate control in this experimental setting. Otherwise, addition of anti-DEC-205 conjugated OVA peptide cannot be used to interpret the results with the anti-DEC-205 phages.

*Taking into accounts the referee suggestion's we have inserted in fig 1 and in results (page 5) data obtained with anti-DEC-205 antibody conjugated to OVA<sub>257-264</sub> peptide administered in the presence of CpG.*

*The text was thus amended as following, discussing these results in comparison to previous reported data:*

*“The proliferative activity induced by the OVA<sub>257-264</sub> antigenic determinant delivered by anti-DEC-205 is low in comparison to a previous report describing the proliferation of OT-I T cells stimulated by an anti-DEC-205 antibody carrying Ovalbumin protein (Bonifaz et al, 2004); while in agreement with this report (which showed lack of IFN- $\gamma$  production using Ovalbumin conjugated to an anti-DEC-205 antibody) we did not observe production of IFN- $\gamma$  by OT-I T cells stimulated with anti-DEC antibody delivering the OVA<sub>257-264</sub> peptide (NLDC:pOVA, **Fig 1, panels B,C**). When NLDC:pOVA conjugate was administered in the presence of the adjuvant CpG, a higher proliferative response as well as IFN- $\gamma$  production by OT-I T cells were observed (**Fig 1, panels B,C**). These data indicate that, in an experimental setting characterized by the absence of exogenously added adjuvants, the fd bacteriophage DEC-205-targeted particles confer strong immunogenicity to the displayed antigenic determinant.”*

2) Some controls are also missing in these experiments: immunization with the unconjugated peptide and with LPS free ovalbumin.

Author's response: We now report in Figure 1 the response to LPS free Ovalbumin (50  $\mu$ g/ml), as a control of OT-I proliferative capability and specificity. In this context, we reckoned that the use of unconjugated synthetic peptide as control was redundant and we did not use it.

Referee comment: See comments above. OVA unconjugated peptide is the appropriate control which is therefore not redundant.

*We agree with the referee that unconjugated OVA peptide may represent an appropriate control. However, concerning the aim of our experiment, we reckon that the controls used here (NLDC:OVA plus CpG, LPS free ovalbumin and vehicle (PBS) ) are sufficient to prove that the OVA peptide delivered by bacteriophage fd in the absence of exogenous adjuvants is highly immunogenic, being also able to induce IFN- $\gamma$  production.*

How the deposited data were processed for this re-analysis (not part of the article)

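RNA from mouse bone marrow-derived dendritic cells on day 7 of culture was sequenced in 4 conditions with 2 replicates each: untreated, 100 µg/ml fdWT, 100 µg/ml fdsc-αDEC and 50 µg/ml of the protein scaffold E2. Samples were grouped by the conditions and replicate numbers in the labels. The paper gives 20 h of exposure and the labels 24 h, and the paper calls the replicates technical in one sentence and biological in another. If they are technical, the p-values speak for these cultures and not for others.

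The authors mapped paired-end reads with TopHat to mm9 with RefSeq transcripts, kept uniquely mapped reads, and deposited for each library the Cufflinks FPKM of 23939 gene symbols. These deposited FPKM values are normalized by the authors for transcript length and mapped reads, and read counts were not used here. The decimal point of a value of at least 1 with 3 or more digits after it was moved in the deposited lists to stand before the last 3 digits, so that its power of 10 is lost. This holds for 44.5% to 44.8% of all values and 97.3% to 97.9% of those of at least 1. For 30 genes a value written in scientific notation was treated as missing. The step at which the points moved is not known.

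What was computed from the deposited values is as follows. Each value was replaced by the list of FPKM that its digits could stand for, up to 3 possibilities. Replicates of a condition were placed closest to each other, and conditions closest to each other, which gives the smallest change the digits allow. A change whose true size lies above 3.16-fold can appear smaller or with the opposite sign when neither condition has a known decimal place. For the 44 genes of Fig 2D the power of 10 was set by that panel, so that for these genes the order of magnitude and, for 36 of the 43 tested, the direction come from the paper and not from the files. Differences were tested with limma 3.58.1 in R 4.3.3 on log2 FPKM, without a pseudocount or a trend of the variance on expression, because the mean expression of most genes is not known. Genes had to be above 0 in every library of the fit and at a mean of at least 1 FPKM in at least 1 condition. The comparison of fdsc-αDEC with fdWT used only their 4 libraries. Comparisons with untreated or E2-treated DCs used all 8 libraries. P-values were adjusted by the Benjamini-Hochberg method, with thresholds of 0.05 and 0.0004. Gene groups, written by hand, were tested with Fisher's exact test, one-sided, against all tested genes, with scipy 1.17.1. Transcript positions, length and GC content were taken from the GENCODE annotation of the same genome build, which had 96.6% of the tested genes by symbol.

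The procedure was tested on simulated FPKM for 10643 genes, of which 200 were changed. With the decimal points moved as in the deposited lists, 136 changed genes and 3 unchanged genes were called, against 160 and 5 with the points in place. Of 40 genes changed 2-fold, 31 were called in either case. Of 40 genes changed 6-fold, 28 were called with moved points, 6 of them with the right direction, and 38 with the points in place. All 40 changed genes for which every decimal place gave 1 direction had the right one. This check could hardly fail, since the true value was among the possible places for all 10643 genes. The simulated noise was independent between libraries, without the shift that same-numbered replicates share in the data. The 3 unchanged genes called therefore do not give the rate of false calls in the data. Simulated genes changed 20-fold were called in 28 of 40 cases with moved points and in 40 of 40 without. In this simulation the moved points thus cost calls mainly among the large changes.

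The depth of the libraries is unknown from FPKM, and no counting error is given. With 2 replicates per condition, leaving 1 out leaves no test, so only sizes of change and counts without a test are given for those settings.

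Choices made before the data were examined were the grouping, the 2-library and 8-library designs, the FDR thresholds, the FPKM threshold of 1, the gene groups, most of the alternatives, and the rule for the genes named: every gene that the paper names for its RNA-Seq data, cytokines that it measured by ELISA, Ifnb1, Ly75, and the 5 largest rises and falls at an FDR of 0.0004. The plan was to use log2(FPKM + 1) with a variance trend. The moved decimal points made this impossible, and the smallest-change method, the use of Fig 2D for the power of 10, the comparison of E2 with fdWT, and the corrections for length and GC content were chosen after the values had been seen. Since no gene passed an FDR of 0.0004 between fdsc-αDEC and fdWT, gene groups were tested at an FDR of 0.05 and in either direction. For the same reason the largest rises and falls were taken among genes at an FDR of 0.05 whose direction is the same for every decimal place. The KEGG lists and the DAVID analysis were not used here. Not every gene covered by the rule is described in the text, and the result for 1 of them is not reported here.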

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

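The tests of depth and macrophage markers, of interferon-stimulated genes and of the power of the E2 comparison were chosen only after the results were seen. The length and GC correction, the test of the moved decimal points and the settings for E2 against fdWT were chosen after the values had been seen. The others were chosen before. Numbers of changed genes refer to limma with all 8 libraries in the fit, at an FDR of 0.05, unless another fit is named.

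The paper compares fdsc-αDEC with fdWT and does not show the untreated DCs of the series. Against these, 5995 of 11289 genes were changed by fdWT, and 3032 between fdsc-αDEC and fdWT in a fit of the same libraries (2107 of 11167 with the 4 libraries of these 2 conditions). At least 2-fold at the smallest change the digits allow were 629 of the 5995. Among genes of known direction, Itgb8 rose by at least 3.37 on the log2 scale with fdWT (adjusted p = 2.24e-05) and S100a16 fell by 3.90 or more (adjusted p = 3.25e-05). Several technical explanations were tested. After correction of each library for transcript length and GC content 3402 of 10897 genes were still changed, so that this bias does not account for all of them. The cause of the drop was not tested, and the correction can also remove differences between the groups that go with length or GC content. With the replicate number as a block 8219 genes were changed. Both conditions hold a replicate 1 and a replicate 2, so that a shift shared by them could only hide changes, and this count does not exclude a shift in 1 condition alone. The moved decimal points would give a lower share of changed genes where the place is known. There the share was 66.1%, against 53.1% of all tested genes. Where replicates were placed correctly, the smallest-change placement can only hide changes, so that this comparison hardly tests the explanation. A different share of macrophage-like cells in the cultures was tested with a list of macrophage markers, whose median change lay at the 3.93 percentile of 10000 random lists, inside the bounds set for this test but near the lower one. The 3 markers of known direction (C1qb, Apoe and Trem2) were lower in fdWT than in untreated DCs, and for E2 against untreated DCs the percentile was 0.29, so that a lower share of such cells is not excluded. A difference in depth also remains. The mean number of genes listed at 0 was 1611 higher in fdWT than in untreated DCs, more than the largest difference between replicates of a condition (349 genes), and the files do not give the depth. The pattern cannot be told apart from a difference in depth, cell composition or library preparation between the groups. An effect of the phage particles themselves on the DCs is a candidate explanation that these libraries leave open.

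DCs treated with E2, a protein scaffold that the paper does not discuss, differed from untreated DCs in 5187 genes, and from fdWT-treated DCs in 8 genes (1544 had an unadjusted p under 0.05). E2 is not a phage, and its profile was nevertheless close to that of fdWT. The same libraries deposited under both names would give identical values, but 0 genes at 1 FPKM or above read identically in an E2 and an fdWT library. The same number of libraries gave 5187 genes against untreated DCs, which shows power for changes of that size and not for smaller ones. Changes hidden by a shift between replicate numbers would appear with the number as a block. This gave 1209 genes, of which 11 changed by at least 2-fold, against 5682 genes between fdsc-αDEC and fdWT in the same fit. Together with the 1544 genes, this points to small differences between E2 and fdWT that the test without the block missed, and the pattern cannot be told apart from low power for such differences. The remaining candidate explanations of the likeness are a response common to both preparations, such as one to their handling or to residual contaminants, and a difference in depth or culture between the untreated libraries and the others. The mean number of genes listed at 0 was 7766 with E2, 7870 with fdWT, 7022 with fdsc-αDEC and 6258 in untreated DCs. A mislabelled pair of samples cannot be excluded either, since the files hold no second label to check. None of these was tested further, and no biological explanation was tested.

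Of 37 interferon-stimulated genes, 30 were changed between fdWT and untreated DCs, and for only 2 of them, Ifi44 and Ifi205, do the files give the direction. Both were lower in fdWT. The same 2 genes were lower in E2-treated than in untreated DCs, together with Ifit1, and higher with fdsc-αDEC than with fdWT. Cxcl10, which is not in the list, was also lower in fdWT than in untreated DCs, with a log2 fold change of -2.51 at its smallest (adjusted p = 5.71e-05). A lower interferon response in fdWT-treated than in untreated DCs is a hypothesis that these values are in line with, but 2 genes are too few to set it against a difference between the groups in depth or culture, and the direction of the other 28 changed genes is lost with the decimal points. At the smallest change, whose sign can be wrong, the median of the list was -0.73 for fdWT, -0.58 for fdsc-αDEC (33 of 37 genes changed) and -0.47 for E2 against untreated DCs, each at percentile 0 of the random lists. With 3 known falls in E2, the shift is not particular to fdWT, and something that sets the untreated libraries apart could also give it. For fdsc-αDEC against untreated DCs the files give the direction of 0 of the 37 genes. A large rise can there appear as a fall, so that the median of -0.58 does not show a shift. Between fdsc-αDEC and fdWT, 28 of the 37 genes were changed, and the 4 of known direction were all higher with fdsc-αDEC.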

How the results depend on the processing

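Alternatives were set before the data were examined, except the minimum FPKM settings, the corrections for transcript length and GC content, the smallest-change placement of the Fig 2D genes, the restriction of r to values under 1, the FDR of 0.0004 in the fit of all 4 groups for gene groups, and all settings for E2 against fdWT. Where a result moved, the cause was not tested.

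Between fdsc-αDEC and fdWT, 2107 genes were changed, 1066 up and 1041 down at the smallest change. The replicate number as a block gave 5400 genes, 2554 up and 2846 down, and together with the correction for length and GC content 5092, 2339 up and 2753 down. With all 4 groups in one fit the number of genes down was 1569, and 291 genes, 194 of them up, passed the FDR of 0.0004 that none passed otherwise. Without a minimum FPKM the number down was 595. Requiring a log2 fold change of at least 1 left 466 genes. The other settings (median scaling, at least 1 FPKM in every sample, length and GC correction alone) kept the counts at an FDR of 0.05 within 1.5 times.

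Against untreated DCs, a log2 fold change of at least 1 left 629 genes for fdWT, 423 for fdsc-αDEC and 468 for E2, and the length and GC correction left 3402, 3176 and 3189. The replicate block raised the numbers to 7578 for fdsc-αDEC and 7804 for E2, and for fdWT from 5995 to 8219, within 1.5 times. The 8 genes changed between E2 and fdWT became 1209 with the replicate block and 876 with the block and the length and GC correction. The number fell to 3 with a log2 fold change of at least 1 and to 2 with median scaling. It was 0 with only the 2 groups compared, without a minimum FPKM, or with at least 1 FPKM in every sample. In the fit of all 4 groups 1544 genes had an unadjusted p under 0.05.

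The mean r of 0.9913 became 0.9521 for log2 FPKM without a pseudocount, 0.8391 as Spearman's rank correlation, 0.9869 at 1 FPKM or above and 0.9441 under 1 FPKM. The odds ratio of antigen processing genes was no longer past the threshold with a log2 fold change of at least 1 (1.77) or at an FDR of 0.0004 in the fit of all 4 groups (2.07), and that of NOD-like receptor genes only in the latter (2.71). The 4 other gene groups stayed enriched under the settings tried.

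If the Fig 2D genes are placed by the smallest change, 6 of the named genes reverse, to log2 fold changes of -1.64 for Il18, -1.04 for Stat2, -1.39 for Trex1, -1.50 for Tlr3, -1.59 for Il18bp and -0.62 for Ddx60. Under the other settings for the 101 fold changes of named genes in all comparisons, 507 values kept their direction and side of the threshold, 33 became stronger and 16 weaker. Leaving out 1 replicate gave from 308 to 318 genes at least 2-fold up and from 175 to 196 genes at least 2-fold down, without a test, and from 10748 to 10753 expressed genes. It moved 97 of 404 single-gene fold changes by more than the spread between replicates.

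Several of the alternatives set before the data were examined were not run. The pseudocounts, quantile normalization, the threshold of 2 FPKM, the filter of 5 FPKM and expression-matched backgrounds need the lost decimal places, and tests for counts need counts. In the simulation, moving the points lowered the number of genes called from 38 to 28 of 40 at 6-fold and from 40 to 28 of 40 at 20-fold.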

Differences from the paper's values

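The paper's number of differentially expressed genes is about 4000, and the number here was 2107. Among the alternatives set before the data were examined, the replicate block (5400 genes) and all 4 groups in one fit (3032 genes) were within 1.5 times of the paper's number, whereas median scaling (2107) and a log2 fold change of at least 1 (466) were not. Of the alternatives chosen after seeing the values, the length and GC correction with the replicate block (5092) also came within 1.5 times of it, while no minimum FPKM (1454), at least 1 FPKM in every sample (1840) and the length and GC correction alone (2188) did not.

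The paper's mean Pearson's r of the replicates is 0.95, and the value here was 0.9913 over genes whose decimal point is known. With log2 FPKM without a pseudocount, set before the data were examined, it was 0.9521, within the paper's value. FPKM without the log (0.9915), Spearman's rank correlation (0.8391) and genes at 1 FPKM or above (0.9869) were not, and neither were values under 1 FPKM (0.9441), a setting chosen after seeing the values.

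The paper describes a stringent set of genes with a low FDR, in which the starred genes of Fig 2E are included. Here 0 genes passed that FDR with the fdWT and fdsc-αDEC libraries, 3706 had an unadjusted p under 0.05, and 8 of the 24 starred genes passed it in the fit of all 4 groups. With only the libraries of these conditions the limma test could hardly reach that FDR, so that the 0 does not argue against the set. The paper states that Psme1, Psme2, Ap2s1 and Ap2a2 were up-regulated. Here Psme1 (adjusted p = 0.106), Psme2 (0.127), Ap2s1 (0.0855) and Ap2a2 (0.0549) did not pass an FDR of 0.05 without the replicate block and passed with it. The direction of Ap2a2 is not known from the files, and those of Psme1 and Psme2 rest on Fig 2D. The paper states an up-regulation of TLR transcripts. Tlr12 was lower with fdsc-αDEC (log2 fold change -0.96), as it is in Fig 2D, and Tlr4 (adjusted p = 0.175) and Tlr6 (0.0608) did not pass without the block. The paper states that the wild-type phage does not induce Irf7 and Unc93b1. Here the sign of the change from untreated DCs to fdWT is not known from the files, with a log2 fold change of 1.60, -1.72 or -5.04 for Irf7 and of 6.22, 2.89 or -0.43 for Unc93b1.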

Other observations

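The test of the moved decimal points, the tests of depth and of macrophage markers were chosen only after the results were seen. The length and GC correction and the share among genes of known decimal place were chosen after the values had been seen. The other tests of this part were chosen before the results were seen.

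The moved decimal points are a property of the deposited lists that the paper does not mention. A candidate explanation is that the digits were regrouped after the FPKM had been computed, as happens when a decimal point is read as a separator between groups of digits. If so, the digits of the replicate means should be those printed in Fig 2D at some power of 10. Within a tolerance of 5% they were for 88 of 88 means, against a median of 5 and a maximum of 15 of the 88 in 100 shuffles of the gene names.

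The 2107 genes changed between fdsc-αDEC and fdWT were set against the same technical explanations as the untreated comparison. With the correction for transcript length and GC content 2188 genes were changed, a count that hardly moved and that does not show how much bias is left. With the replicate number as a block the number was 5400. A shift shared by both conditions could only hide changes, and the pattern cannot be told apart from a shift in 1 condition alone. Among genes of known decimal place, 18.4% were changed, against 18.9% of all tested genes. This comparison hardly tests the moved points, since the smallest-change placement can only hide changes where replicates were placed correctly. The mean number of genes listed at 0 differed by 848 between the conditions, more than between replicates (349 at most), and the files do not give the depth. The paper gives about the same number of reads for each replicate of the 2 conditions, which speaks against a difference in depth but could not be checked here. The macrophage markers stood out. Of 17 tested markers, 13 were changed, their median smallest change of 0.48 on the log2 scale was at percentile 100 of 10000 random lists of the same size, and the 4 markers of known direction (C1qb, C1qc, Apoe and Cd68) were all higher with fdsc-αDEC, Cd68 without passing an FDR of 0.05 (adjusted p = 0.101). A different share of macrophage-like cells in these cultures is thus a candidate explanation for some of the changes, beside a rise of these genes within the DCs, and the 2 cannot be told apart in RNA from whole cultures. Sorted cells would separate them. Against untreated DCs, the median of the markers with fdsc-αDEC lay at percentile 95.1, with C1qb, C1qc and Cd68 higher and Apoe and Trem2 lower.

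Replicate 2 differed from replicate 1 in the same direction in all 4 conditions for 6237 of 11289 genes (55.2%, where independent deviations would give 12.5%). Transcript length (Spearman's rho across genes -0.05) and GC content (0.14) did not reach the size set for either to be the cause, with genes not being independent replicates. The replicate number may stand for a culture or library batch that both the phage-treated and the untreated cells passed through, and the larger number of changed genes with the block (5400) is in line with such a shift. This is a hypothesis, as the files and labels give no dates.

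Ifnb1, which encodes IFN-β, was at 0.0625 and 0 FPKM with fdWT, at 0.315 and 0.419 with fdsc-αDEC, at 0.310 and 0.159 in untreated DCs and at 0.0661 and 0.0823 with E2, below the level at which genes were tested. Il6 changed by -0.22 at its smallest (adjusted p = 0.207, or 0.0339 with the replicate number as a block), and its direction is open. For Il12b the smallest changes were -1.23 and 2.09 on the log2 scale, and for Ccl4 -1.68 and 1.65, so that in either gene the files leave the direction open. Ccl4 is starred in Fig 2E, which marks it as up-regulated in the paper. Ly75, which encodes DEC-205, changed between fdWT and fdsc-αDEC by at least 0.71 in size on the log2 scale (-0.71 at the smallest change, adjusted p = 0.0072), in a direction that the files do not give. Ifnar1 had a smallest change of 0.02 (adjusted p = 0.886).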
